# Itaconate-producing neutrophils regulate local and systemic inflammation following trauma

**DOI:** 10.1172/jci.insight.169208

**Published:** 2023-10-23

**Authors:** Janna L. Crossley, Sonya Ostashevskaya-Gohstand, Stefano Comazzetto, Jessica S. Hook, Lei Guo, Neda Vishlaghi, Conan Juan, Lin Xu, Alexander R. Horswill, Gerta Hoxhaj, Jessica G. Moreland, Robert J. Tower, Benjamin Levi

**Keywords:** Immunology, Inflammation, Neutrophils

## Abstract

Modulation of the immune response to initiate and halt the inflammatory process occurs both at the site of injury as well as systemically. Due to the evolving role of cellular metabolism in regulating cell fate and function, tendon injuries that undergo normal and aberrant repair were evaluated by metabolic profiling to determine its impact on healing outcomes. Metabolomics revealed an increasing abundance of the immunomodulatory metabolite itaconate within the injury site. Subsequent single-cell RNA-Seq and molecular and metabolomic validation identified a highly mature neutrophil subtype, not macrophages, as the primary producers of itaconate following trauma. These mature itaconate-producing neutrophils were highly inflammatory, producing cytokines that promote local injury fibrosis before cycling back to the bone marrow. In the bone marrow, itaconate was shown to alter hematopoiesis, skewing progenitor cells down myeloid lineages, thereby regulating systemic inflammation. Therapeutically, exogenous itaconate was found to reduce injury-site inflammation, promoting tenogenic differentiation and impairing aberrant vascularization with disease-ameliorating effects. These results present an intriguing role for cycling neutrophils as a sensor of inflammation induced by injury — potentially regulating immune cell production in the bone marrow through delivery of endogenously produced itaconate — and demonstrate a therapeutic potential for exogenous itaconate following tendon injury

## Introduction

Inflammation is a tightly coordinated response by the body’s immune system as a reaction to harmful stimuli such as injury and infection (1). During the acute inflammatory phase, cellular components of the innate immune system home to the source of stimuli through the local production of cytokines, preventing the establishment or spread of infection. Similar to infection, trauma-induced injuries result in activation of the early innate immune response, which stimulates wound healing and repair (2). However, excessive or prolonged inflammation after injury can lead to aberrant progenitor cell fate determination and fibrosis (3). In the case of severe musculoskeletal soft-tissue injury, this can result in the formation of heterotopic ossification (HO), the building of extra skeletal bone in the surrounding soft tissue. HO is seen in nearly 20% of patients following high-energy extremity trauma, severe burns, or routine total hip arthroplasty (4, 5). Formation of HO causes chronic pain, reduces range of motion, and is often treated through surgical resection, which is associated with a high likelihood of relapse (6, 7). HO and similar fibrotic processes caused by prolonged inflammation underscore the need to regulate inflammation, both spatially and temporally, to allow for restoration of tissue back to homeostasis without abnormal effects induced by prolonged inflammatory stimulation.

One of the primary components of the innate immune system are neutrophils. While studied thoroughly in their role as the first responder to injury and infection, less is known about their role as modulators of the systemic immune response. Neutrophils are granulocytic cells derived from bone marrow hematopoietic stem cells (HSCs) that undergo stepwise differentiation from common myeloid progenitors (CMPs) to granulocyte-monocyte progenitors (GMPs) and finally granulocyte progenitors (GPs) before becoming an immature form of neutrophil present within the marrow cavity. These immature neutrophils undergo a maturation process, associated with increasing nuclear complexity, alternating expression of receptors and inflammatory ligand production (8, 9). Neutrophils derived from the bone marrow enter circulation and track to the sites of inflammation via expression of CXC motif chemokine receptor 2 (CXCR2). There, they serve as a first line of defense against potential infection, as well as support the clearance of dead tissue (10). The past decade has revealed that neutrophils possess more than antimicrobial function, existing in unique subsets across homeostatic and pathological conditions (8, 11). Though previously thought to terminate within the inflamed or injured tissue, neutrophils have garnered increased interest following the discovery that they undergo a short, cyclic lifespan that sees them extravasate from the injury site and cycle back to the bone marrow via a CXCL12/CXCR4 signaling axis where they are turned over by bone marrow macrophages (12, 13). While the exact purpose of this cycling is not entirely understood, recent work suggests that this marrow-mediated neutrophil turnover could regulate HSC fate and function in a circadian rhythm–dependent manner (14, 15). Furthermore, disruption in bone marrow macrophage clearance of neutrophils in aging has been shown to result in hematopoietic skewing toward the megakaryocyte lineage due to increased macrophage IL-1β secretion (16). However, the function of neutrophil turnover in the bone marrow and how this could regulate systemic inflammation following inflammatory stimulation remains unknown.

In this study, we metabolically profiled injury sites in models marked by a normal and aberrant immune response. Specifically, we analyzed the Achilles tendon following HO- and non-HO–inducing musculoskeletal injury. These studies identified itaconate as a differentially abundant metabolite present within our model of aberrant inflammation and HO formation. Contrary to previous literature, our data suggest that mature neutrophils, not macrophages, are the primary producers of itaconate within the tendon injury area. Subsequent sequencing and flow analyses suggest that, when present within the local injury environment, these mature neutrophil subtypes are highly inflammatory, secreting cytokines to perpetuate the prolonged inflammatory local injury environment essential for aberrant differentiation and HO formation. In contrast, itaconate was also found to regulate systemic inflammation through modulation of hematopoiesis, favoring granulocytic and myeloid lineages at the expense of erythrocyte commitment. Finally, exogenous administration of itaconate was found to have a therapeutic effect, mitigating HO formation through its immunomodulatory function.

## Results

### Metabolic profiling identifies itaconate production following burn/tenotomy of the Achilles tendon.

Recent work has demonstrated that metabolism plays a critical role in cell expansion, activity, and fate determination of musculoskeletal tissue under physiological and injury conditions (17–20). To understand the role metabolic reprogramming may play within the tendon in response to trauma, the Achilles tendon region was isolated from uninjured controls, as well as the entire tendon injury area, in mice 7 days following burn/tenotomy. This injury consists of a burn applied to the back of the mouse covering ~30% of the body surface to induce systemic inflammation in addition to a full transection of the Achilles tendon, which results in 100% of mice developing HO by 9 weeks through an endochondral process (21). The resulting differentially abundant metabolites were visualized by mapping them to the mouse “metabolic pathways” reference KEGG pathway (Figure 1A, dots). Additionally, these metabolic data were combined with previously published transcriptional data (22), similarly comparing the Achilles tendon between day 7 burn/tenotomy mice and uninjured controls (Figure 1A, lines). Visual analysis revealed 3 “clusters” of differentially regulated metabolites/transcripts, including glycolysis/oxidative phosphorylation (OxPhos) (Figure 1A, region i), purine/pyrimidine metabolism (Figure 1A, region ii), and amino acid metabolism (Figure 1A, region iii).

To further distinguish changes in metabolism resulting from inflammatory induction or injury, we conducted additional metabolomic analyses on mice 7 days after tenotomy (trauma only) or burn/skin incision (inflammation only), neither of which has previously been reported to form HO. Analyses revealed that both trauma and burn/skin incision–induced inflammation were sufficient to induce the increased presence of metabolic intermediates linked to glycolysis (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169208DS1) or OxPhos (Supplemental Figure 1B). In addition to increased bioenergetic metabolites, several metabolites involved in the ornithine cycle or glutathione production were additionally found to be abundantly present within the tendon injury site (Supplemental Figure 1C). Analysis of the top 10 differentially regulated metabolites across our 4 injury models identified itaconate (Figure 1B), a metabolite with immunomodulatory properties (23) derived from the tricarboxylic acid (TCA) cycle intermediate aconitate through the enzymatic function of aconitate decarboxylase 1 encoded by the gene *Acod1* (also known as *Irg1*) (Figure 1C). Evaluation of itaconate across our 4 conditions showed a modest increase following tenotomy, a more substantial, significant increase following burn/skin incision, and a synergistic significant increase in our HO-forming burn/tenotomy model (Figure 1D). These data suggest that the combination of trauma and inflammation results in significantly increased abundance of itaconate within the tendon injury area.

### Endogenous itaconate is produced by highly mature neutrophils within the tendon injury site.

Itaconate has previously been shown to be produced in macrophages in response to inflammatory induction, resulting in transcriptional shifts from a more proinflammatory (M1) to antiinflammatory (M2) state (23–25). Due to the previously published role of M2 macrophages in HO progression (3, 26), we further investigated whether this observed itaconate was produced by macrophages. To determine which cells may be responsible for this observed itaconate accumulation, we analyzed single-cell RNA-Seq (scRNA-Seq) data obtained from the entire injury site 7 days after burn/tenotomy surgery (22) (Figure 2A). Expression of *Acod1* was highly restricted to a single cell cluster (Figure 2B). Surprisingly, this cluster was marked by robust expression of the neutrophil marker *S100a8* (Figure 2C). scRNA-Seq requires the use of enzymatic digestion to generate single-cell suspensions. It is possible that the sample preparation procedure may have induced *Acod1* expression. To exclude this possibility, RNAscope was conducted on the injured tendon. Imaging showed that *S100a8*-expressing neutrophils and, to a much lesser extent, *Aif1*-expressing macrophages — were the primary expressors of *Acod1* (Figure 2D). These combined data suggest that neutrophils, not macrophages, may be the primary source of itaconate within the injury site following HO-forming trauma.

In response to inflammatory induction, neutrophils undergo a progressive maturation process (9). 

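Bone marrow, blood and the tendon injury site were each sequenced as 1 library of 10x Genomics 3' single-cell RNA, taken 3 days after burn/tenotomy from 10-week-old mice. Marrow was flushed from femurs and its red cells were lysed. Blood passed a Ficoll gradient before the mononucleated cells were collected, a step that leaves most granulocytes behind. The whole injury site was minced and digested with collagenase I, collagenase II and dispase at 37°C, so the effects of site and of digestion cannot be separated. The values are the counts of unique molecular identifiers (UMIs) per gene and cell that the authors made with Cell Ranger 5.0.1 and deposited, for 27998 genes in 1855 marrow, 2241 blood and 5629 tendon barcodes. Cells with under 200 genes or over 10% mitochondrial UMIs and the expected number of doublets were left out, which kept 1807 marrow, 2120 blood and 4626 tendon cells. Their median depth was 22926, 8447 and 12425.5 UMIs per cell. Neutrophil-like cells, named from marker genes in clusters 2, 4, 7, 12 and 20, made up 63.9% of the marrow cells (exact binomial 95% interval 61.6 to 66.1), 18.3% of the blood cells (16.7 to 20.1) and 9.53% of the tendon cells (8.70 to 10.4). Monocyte/macrophage-like cells made up 11.9%, 15.6% and 48.6% of the same libraries. Cells with the markers of mesenchymal progenitors (MPC-like cells) made up 14.1% of the tendon library, and T-like and B-like cells made up 21.3% and 16.3% of the blood library. Without integration the neutrophil-like share was 81.4% of marrow and 12.3% of tendon cells. With at most 5% mitochondrial UMIs it was 69.2% of marrow and 22.0% of blood cells. The T-like share of blood was 3.07% at a clustering resolution of 0.5 and 31.6% without integration, and the B-like share was 8.03% with at most 5% mitochondrial UMIs. Clusters that no marker set named held 14.3% of the marrow, 19.0% of the blood and 9.06% of the tendon cells and were counted in no class. With 1 library per site, no test across mice was possible, and every interval given for these libraries covers counting error only.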

To track this maturation, scRNA-Seq was conducted on unsorted cells derived from the bone marrow, blood, and tendon injury site 3 days after burn/tenotomy surgery and integrated into a single object (Figure 2E and Supplemental Figure 2). 

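S100a8 encodes a subunit of calprotectin, the most abundant cytosolic protein of neutrophils, and lies on chromosome 3 of GRCm38 from 90668978 to 90670035 (ENSMUSG00000056054). In neutrophil-like cells it made up 172397 per 1000000 UMIs of the group (CPM) in marrow (exact Poisson 95% interval 172246 to 172549), 147165 CPM in blood (146783 to 147548) and 75839 CPM in tendon (75487 to 76192). At least 1 S100a8 UMI was found in 100% of marrow, 99.0% of blood and 99.3% of tendon neutrophils. Monocyte/macrophage-like cells held 5516 CPM in marrow, 2577 CPM in blood and 225.3 CPM in tendon. The log2 ratio of tendon neutrophils to tendon monocytes/macrophages was 8.39 for S100a8, 9.42 for S100a9, which encodes the other calprotectin subunit, and 9.93 for Retnlg, a resistin-like gene of granulocytes on chromosome 16 (48872621 to 48874496). These genes are among the markers that named the neutrophil clusters, so their ratios are no independent check. Tendon MPC-like cells held 42.4 CPM of S100a8 and blood B-like cells 77.3 CPM, although neither is known to make the transcript. A UMI was found in 44.7% of the tendon MPC-like cells, which were deep at a median of 34340 UMIs, and in 2.61% of them after every cell was thinned to 1000 UMIs. After the same thinning, 99.1% of tendon neutrophils still held an S100a8 UMI, with 5 shallower cells left out, and 9.12% of tendon monocytes/macrophages did.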

Neutrophils across all locations were identified by, among other markers (Supplemental Table 1), robust and specific expression of *S100a8* (Figure 2F). Interestingly, while the tendon injury site scRNA-Seq suggested nearly uniform expression across all neutrophils (Figure 2B), this multisite merged scRNA-Seq data suggest that only a subset of neutrophils expressed *Acod1* (Figure 2G). 

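Acod1 encodes aconitate decarboxylase 1, which makes itaconate from cis-aconitate. The files list it under its earlier symbol Irg1 (ENSMUSG00000022126), and it lies on chromosome 14 of GRCm38 from 103046977 to 103056573. Of the 1984 neutrophil-like cells of the 3 sites, 31.1% held an Acod1 UMI (exact binomial 95% interval 29.1 to 33.2). The share was 6.33% in marrow, 35.5% in blood and 92.3% in tendon neutrophils, whose median depths were 22673, 8640 and 3915 UMIs. With cells thinned to 1000 UMIs, Acod1 was found in 0.695% of marrow, 6.98% of blood and 78.9% of tendon neutrophils, and in 19.2% of all neutrophils, with 10 shallower cells left out. Tendon MPC-like cells, at a median of 34340 UMIs, held an Acod1 UMI in 2.76% of cells and in 0% of cells after thinning. None of 452 blood T-like cells had an Acod1 UMI, which allows a share of up to 0.664% of cells with a UMI.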

To further elucidate *Acod1* expression across different neutrophil subpopulations, neutrophils were reanalyzed into 3 distinct subsets (Figure 2H and Supplemental Table 2), clustering into early- (Neu1, expressing *Elane*), middle- (Neu2, expressing *Ltf*), and late-stage (Neu3, expressing *Cebpb*) subtypes (Figure 2, H and I). 

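Elane encodes neutrophil elastase of the primary granules and is made by granulocyte progenitors. In the early-stage cells its level was 3665 CPM, in the middle-stage cells 273.8 CPM and in the late-stage cells 2.04 CPM, all 23 UMIs of the last group coming from marrow. Ltf encodes lactoferrin of the secondary granules and was highest in the middle stage, at 9580 CPM, with 4479 CPM in the early and 2670 CPM in the late stage. Cebpb encodes a transcription factor of late granulopoiesis and was highest in the late stage, at 961.1 CPM, with 264.4 CPM in the early and 163.0 CPM in the middle stage. Neither Cebpb nor the genes read out later, Acod1 among them, were used to form the stages, which held 287 early-, 498 middle- and 1199 late-stage cells. Elane and Ltf were not held out and are among the markers that named the early and middle stages. Their pattern over the stages is thus no independent check. An Elane UMI was found in 63.1% of early-stage cells (57.2 to 68.7), 15.7% of middle-stage and 1.92% of late-stage cells. Thinning to 1000 UMIs left these shares at 42.5%, 3.82% and 0.168%. An Ltf UMI was found in 84.7%, 95.2% and 27.4% of the stages, and in 67.6%, 92.6% and 20.4% after thinning. For Cebpb the shares were 99.0%, 80.1% and 96.0%, and 24.4%, 13.9% and 56.1% after thinning, because early-stage cells were the deepest, at a median of 39241 UMIs against 8122 in the late stage. Late-stage Ltf came mostly from marrow cells, at 4539 CPM, and was at 5.12 CPM in blood and 1.75 CPM in tendon. The unnamed cluster 5 held 130 further marrow cells with Elane at 7544 CPM that were counted in no stage, and without integration the early stage had 690 cells. The early stage was 96.2% marrow cells, with 276 from marrow, 8 from blood and 3 from tendon, whereas the late stage had 449 marrow, 343 blood and 407 tendon cells. The 3 tendon cells had no Elane, Ltf or Cxcr2 UMI and 1 S100a8 UMI in all, so their markers go against the name, and of the 8 blood cells 1 had Elane, 1 Ltf and 1 Cxcr2. The tendon cells that did hold Elane, 4 cells with 471 UMIs, fell in the middle stage. Elane lies on chromosome 10 from 79886247 to 79888215, Ltf on chromosome 9 from 111019271 to 111042767 and Cebpb on chromosome 2 from 167688915 to 167690418.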

Analysis of *Acod1* showed almost exclusive expression within this late-stage Neu3 population (Figure 2I). These data suggest that neutrophils, not macrophages, are the primary expressors of *Acod1* following musculoskeletal trauma and that this *Acod1* expression is highly restricted to mature, late-stage neutrophils.

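Acod1 stood at 458.5 CPM in late-stage neutrophils (446.1 to 471.2), 14.6 CPM in middle-stage and 0.0885 CPM in early-stage neutrophils. The log2 ratio of the late stage to the early and middle stages together was 5.90 (conditional binomial 95% interval 5.68 to 6.12). It was 6.51 with at most 5% mitochondrial UMIs, 5.22 with doublets kept and 5.23 with thinned cells. Without integration it was 8.23, but the late stage then held 547 tendon cells, 1 blood cell and no marrow cell, so that this ratio was nearly a ratio of sites. An Acod1 UMI was found in 48.6% of late-stage, 6.83% of middle-stage and 0.348% of early-stage cells, and in 30.9%, 2.21% and 0% after thinning to 1000 UMIs. Stage and site overlapped, because most tendon neutrophils were late-stage and most early-stage neutrophils came from marrow. Within the late stage, Acod1 was at 16.8 CPM in marrow cells (13.8 to 20.2), 68.7 CPM in blood cells (59.5 to 78.8) and 2833 CPM in tendon cells (2754 to 2914). Middle-stage tendon neutrophils, 31 cells, held 306.6 CPM, above the late-stage cells of marrow and of blood. Only 13 of these 31 cells had an Ltf UMI, against all 429 middle-stage marrow cells. The stage name is therefore weak in tendon, and the value does not establish Acod1 in middle-stage cells. Middle-stage marrow neutrophils held 0.445 CPM and middle-stage blood neutrophils 26.5 CPM.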

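Of the 6330 Acod1 UMIs of the tendon library, 5007 were in neutrophil-like cells, or 79.1% (exact binomial 95% interval 78.1 to 80.1). Monocyte/macrophage-like cells, which outnumbered the neutrophils in this library at 2249 cells against 441, held 268 of these UMIs, or 4.23% (3.75 to 4.76). Acod1 was at 2132 CPM in tendon neutrophils (2073 to 2192) and 9.32 CPM in tendon monocytes/macrophages (8.24 to 10.5), a log2 ratio of 7.84 (7.66 to 8.02) that was 6.58 with doublets kept. Among the macrophage-like clusters Acod1 was highest in cluster 1, at 17.2 CPM, and lowest in cluster 11, at 2.69 CPM. Cluster 0, led by Arg1 and Spp1, held 8.25 CPM, cluster 8 held 12.5 CPM, and cluster 13, led by the interferon genes Rsad2, Ifit2 and Ifit3, held 7.26 CPM. Tendon MPC-like cells held 1.15 CPM and endothelial-like cells 2.42 CPM. Unnamed clusters held 949 UMIs, or 15.0%, of which 899 were in cluster 15, a group of 231 tendon cells with a median of 2043 UMIs. Without integration, 132 of these cells fell in neutrophil clusters and held 99.1% of the cluster's Acod1 UMIs. The neutrophil share of 79.1% therefore depends on how these cells are classed, which its interval does not cover. An Acod1 UMI was found in 5.82% of tendon monocytes/macrophages and in 0.894% after thinning to 1000 UMIs, with 11 shallower cells left out. The whole injury site was digested before sequencing, so the shares hold for the cells that survived digestion. The paper proposes that neutrophils rather than macrophages are the main source of Acod1 and that its expression is restricted to the late stage. Beside these libraries it draws on day 7 single-cell data, RNAscope of injured tendon, and qPCR and itaconate levels of separated cell fractions. Further evidence it gives is published single-cell data of calvarial defect and volumetric muscle loss, a reanalysis of neutrophils from several locations, and qPCR of cultured neutrophils. None of those data were analysed here.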

To better characterize where these late-stage neutrophils are present, neutrophils were clustered by site of origin and analyzed using a module score for genes previously linked to neutrophil maturation (9) (Figure 2J and Supplemental Table 3). Consistent with the known derivation of mature circulating neutrophils from bone marrow HSCs, bone marrow neutrophils showed the lowest levels of maturation, with increasing maturation scores linked to declines in bone marrow neutrophil populations and a concomitant increase in more mature blood neutrophils (Figure 2J). 

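The score over the 50 maturation genes of the paper's Supplemental Table 3 had a mean of 0.091 in marrow neutrophils (SD 0.582 over 1154 cells), 1.09 in blood neutrophils (SD 0.332 over 389 cells) and 1.34 in tendon neutrophils (SD 0.345 over 441 cells). Every 1 of the 50 genes had a higher CPM in blood than in marrow neutrophils, with a median log2 ratio of 1.84, above 100% of 10000 random lists of genes of similar expression. Il1b, a cytokine gene of mature neutrophils, ranked first of 1082 genes by the ratio of blood to marrow with 10 CPM added, and its log2 ratio was 6.45 (6.29 to 6.61). Wfdc17, a secreted protease inhibitor gene of activated myeloid cells, was at 6839 CPM in blood and 328.1 CPM in marrow neutrophils. Genes of immature granulocytes were lower in blood neutrophils, with a log2 ratio of -6.25 for Elane, -5.36 for Prtn3, another serine protease of the primary granules, and -4.76 for Fcnb, a ficolin gene. Few blood cells carried these, as all 78 Elane UMIs were in 1 of 389 cells, 126 of the 163 Prtn3 UMIs in 1 cell and the 120 Fcnb UMIs in 7 cells, so counting intervals are not given. Mpo and Ctsg, which encode myeloperoxidase and cathepsin G, each had only 2 UMIs in blood neutrophils and log2 ratios of -9.04 (-12.08 to -7.18) and -8.97 (-12.02 to -7.12). By stage, the mean score was -0.545 in early-, -0.047 in middle- and 1.08 in late-stage neutrophils. Late-stage neutrophils made up 38.9% of marrow neutrophils (36.1 to 41.8) and 88.2% of blood neutrophils (84.5 to 91.2). Middle-stage neutrophils made up 37.2% and 9.77%, and early-stage neutrophils 23.9% and 2.06%, the latter 8 cells of which 1 had an Elane UMI. These shares hold after integration only, because without it the late stage held no marrow cell and 1 blood cell. The Ficoll step may have kept some forms of blood neutrophils and lost others, so the blood mix is that of the cells collected.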

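Tendon neutrophil-like cells had a mean maturation score 0.245 above that of blood neutrophils, with SDs over cells of 0.345 and 0.332, and 0.147 above it without integration. Thinned to 1000 UMIs, the means were 1.28 in tendon and 1.04 in blood. Late-stage neutrophils made up 92.3% of the tendon neutrophils (89.4 to 94.6) and middle-stage cells 7.03%, and the other 3 cells fell in the early stage without an Elane, Ltf or Cxcr2 UMI. The 471 Elane UMIs of tendon neutrophils were in 4 middle-stage cells. Elane was thus at 913.9 CPM in middle-stage tendon cells, against 262.0 CPM in middle-stage marrow cells. Within the late stage alone, the mean score was 0.721 in marrow (SD 0.326), 1.18 in blood (SD 0.147) and 1.40 in tendon (SD 0.169), a difference between tendon and blood of 0.227. Of the 50 maturation genes, 26 had a higher CPM in tendon than in blood neutrophils, with a median log2 ratio of 0.07, above 40.1% of random lists of similar expression. In late-stage neutrophils 29 of the 50 were higher, with a median of 0.14 at percentile 73.6. Members of the list include the inflammatory genes Cxcl2 and Il1b, with late-stage log2 ratios of 8.37 and 2.20. The score without such genes was not computed, so it cannot tell maturation from inflammatory activation. Markers of late neutrophils differed in direction between tendon and blood late-stage cells, with log2 ratios of 1.72 for the transcription factor gene Cebpb, -0.75 for Csf3r, the receptor of G-CSF, and -0.95 for Retnlg. Padi4, which encodes the citrullinating enzyme of extracellular trap formation, had a log2 ratio of -2.30.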

Interestingly, though the dorsal burn component of our burn/tenotomy surgery is known to induce systemic inflammation, neutrophils within the HO-forming tendon injury site showed a subtle, yet notable, shift in maturation compared with neutrophils within the blood, suggesting the presence of a highly mature form of neutrophil present within the injury environment. Similar to our neutrophil subclustering results (Figure 2I), *Acod1* was expressed primarily within HO-forming neutrophils, with only minimal *Acod1* expression observed in blood neutrophils and no notable expression within the bone marrow (Figure 2K). This preferential expression of *Acod1* in HO-site neutrophils was confirmed by fractionation of the bone marrow, blood, and tendon injury site into neutrophils, macrophages, and the remaining flow through (mesenchymal cells, vascular cells, other immune cells, etc., here referred to as “rest”). 

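Acod1 was at 4.03 CPM in marrow neutrophils (3.33 to 4.83, 116 UMIs) and 56.8 CPM in blood neutrophils (49.6 to 64.8, 220 UMIs). Against the tendon neutrophils with 5007 UMIs, the log2 ratio of tendon to blood was 5.23 (5.03 to 5.43). With only late-stage neutrophils compared, it was 5.37 (5.16 to 5.58). This comparison exists only after integration, since the late stage held a lone blood cell without it. An Acod1 UMI was found in 15.1% of marrow, 36.4% of blood and 95.8% of tendon late-stage cells, and in 1.79%, 7.04% and 83.4% after thinning, with 3, 2 and 4 cells left out. Monocytes/macrophages held no Acod1 UMI in 215 marrow cells and 2 UMIs, or 0.304 CPM, in 330 blood cells. None of 345 blood B-like cells had an Acod1 UMI, which allows up to 0.870% of cells with a UMI. Blood neutrophils were those left after the Ficoll gradient and tendon neutrophils those left after enzymatic digestion.

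**Figure D1:**
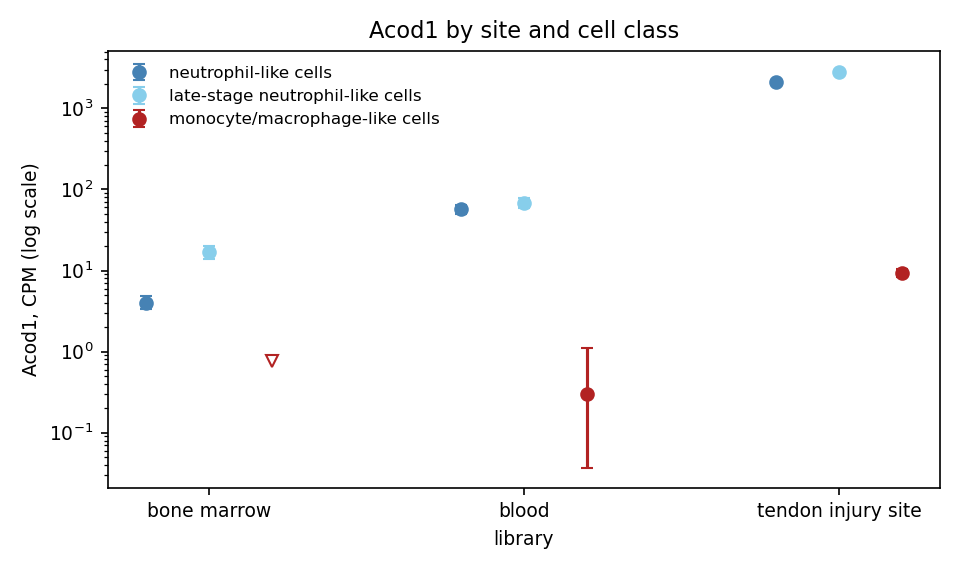
Acod1 in pooled CPM by library for neutrophil-like, late-stage neutrophil-like and monocyte/macrophage-like cells, with exact Poisson 95% intervals. Tendon neutrophils stood at 2132 CPM and blood neutrophils at 56.8 CPM, and the open triangle is the upper bound for marrow monocytes/macrophages, which had 0 UMIs.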

Marker genes for neutrophils (*S100a8*) and macrophages (*Aif1*) confirmed successful isolation of desired cell types (Figure 2L). While tendon injury site macrophages showed a significant increase in *Acod1* expression as compared with “rest,” this increase was dwarfed by the drastic enrichment of *Acod1* expressed within tendon injury-site neutrophils as assessed by quantitative PCR (qPCR) (Figure 2L). Similarly, while no notable levels of itaconate were detected prior to injury, metabolomic analyses revealed that neutrophils contained the greatest levels of itaconate within the tendon injury site and, to a lesser extent, within the blood 3 days following the burn/tenotomy injury (Figure 2M). Finally, trajectory analysis was conducted on subclustered neutrophil scRNA-Seq data (Figure 2N), and it confirmed a progressive maturation of neutrophils and increasing expression of *Acod1* along the pseudotemporal axis (Figure 2O). 

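Neutrophil-like cells were ordered by diffusion pseudotime from the cell highest in early-stage markers, with Acod1, Cebpb and the maturation genes kept out of the features. Of the Acod1 UMIs, 1.5% fell in the first of 3 groups of equal size along the order, 25.5% in the second and 73.0% in the last. The last group held 3902 of these UMIs but only 14.1% of all UMIs. Acod1 was at 3.76 CPM in the first group (2.98 to 4.68), 154.4 CPM in the second (146.3 to 162.9) and 791.7 CPM in the last (767.1 to 817.0). An Acod1 UMI was found in 3.03%, 33.3% and 57.1% of the cells of these groups, and in 0.756%, 16.7% and 40.4% after thinning to 1000 UMIs. Site followed the same order, as 15.9% of marrow, 47.6% of blood and 66.4% of tendon neutrophils lay in the last group. Within that group Acod1 was at 28.0 CPM in marrow, 72.2 CPM in blood and 3130 CPM in tendon neutrophils. In the second group the tendon cells were already at 2087 CPM, against 65.6 CPM in blood and 7.47 CPM in marrow. The paper's text does not name its trajectory tool, so the ordering is not the authors' own.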

To confirm that this finding was not restricted to our HO model of burn/tenotomy, we performed analyses of published scRNA-Seq data from other musculoskeletal injuries such as calvarial defect and volumetric muscle loss. These analyses confirmed similar findings, with *Acod1* expression highly selective for mature *Cebpb*-expressing neutrophils following calvarial defect (27) or volumetric muscle loss (28) (Supplemental Figure 3). Taken together, these data show that *Acod1* is expressed by a highly mature neutrophil subtype uniquely present within the tendon injury site.

### Prolonged retention of mature neutrophils at the tendon injury site contributes to continued local inflammation.

To further characterize the phenotype of these highly mature neutrophils enriched in the tendon injury site, we conducted cell-to-cell communication (CCC) analyses between neutrophils in the bone marrow, blood, and tendon injury site (Supplemental Figure 4). These analyses identify predicted ligand-receptor signaling pairs between cell types at each of our physiological conditions. Both overall cell-to-cell interactions (Supplemental Figure 4A) as well as neutrophil specific interactions (Supplemental Figure 4, B and C) were greatest within the context of the tendon injury site. 

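The interaction analysis was not rerun, and the genes shown in Supplemental Figure 4C were compared between sites instead. Of 31 ligand genes measured in neutrophil-like cells, 27 had a higher CPM in tendon than in blood, with a median log2 ratio of 1.48. The tendon group included 3 early-stage cells that carried the mesenchymal genes Prg4 and Igfbp5. The late-stage counts given below leave these cells out. The paper chose these genes on the same libraries, so their direction is not independent evidence. Of 26 receptor genes, 14 were higher in tendon, with a median of 0.01. Cxcl2, a neutrophil-attracting chemokine gene, was among the ligand genes farthest apart, with 33596 UMIs in tendon and 173 in blood neutrophils and a log2 ratio of 8.32 (8.11 to 8.55). Ccl3, a chemokine gene that recruits monocytes, had 1803 and 1 UMIs and a log2 ratio of 11.54 (9.06 to 16.84). Cxcl3, a further CXCR2 ligand gene, had 1858 UMIs in tendon and none in blood neutrophils, a log2 ratio of at least 10.00 with 3 counts in place of 0. Tendon monocytes/macrophages held 5171 CPM of Cxcl2, against 14305.7 CPM in tendon neutrophils, and C1qb, a macrophage gene, was at 12.8 CPM in tendon neutrophils and 2402 CPM in those macrophages. In late-stage neutrophils alone, 20 of 23 ligand genes were higher in tendon, with a median of 1.52, and 13 of 26 receptor genes, with a median of 0.02. Of the ligand genes, 16 had 0 UMIs in blood or tendon neutrophils, and the median was 4.46 with these at their floor. Between blood and marrow neutrophils, 21 of 26 receptor genes were higher in blood, with a median of 1.07, and 9 of 15 ligand genes, with a median of 0.14.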

Looking at downstream targets of these proposed ligand-receptor interactions (Supplemental Figure 4D) identified pathways commonly regulated, though to varying degrees, across all physiological locations (Supplemental Figure 4, E and F, and Supplemental Table 4) as well as pathways specifically regulated within the tendon injury site only (Supplemental Figure 4, G and H). 

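Mean scores of neutrophil-like cells over the JAK/STAT genes of the paper's Supplemental Table 4 were -0.029 in marrow (SD 0.083), 0.105 in blood (SD 0.085) and 0.146 in tendon (SD 0.100). The TGFb genes scored -0.129 in marrow (SD 0.066), -0.108 in blood (SD 0.080) and 0.0021 in tendon (SD 0.150). Thbs1, a member of the TGFb list, was at 1869 CPM in tendon and 10.3 CPM in blood neutrophils. The TGFb score without it was not computed. For the FoxO genes the means were -0.023, 0.023 and 0.073, and for the HIF1 genes 0.070, 0.080 and 0.090, in the order marrow, blood and tendon. The Hippo genes scored -0.046, -0.052 and -0.039, and the WNT genes -0.012, 0.0033 and -0.0057, with the highest mean in blood. Thus 5 of the 6 lists, which the paper chose on the same libraries, had their highest mean in tendon neutrophils. For HIF1 the SDs over cells were 0.060 in blood and 0.103 in tendon. For Hippo they were 0.040 in marrow and 0.070 in tendon. These SDs are far wider than the differences between those means. With cells thinned to 1000 UMIs 4 lists did, as Hippo was then highest in marrow, and within the late stage 4 lists did, as HIF1 was then higher in marrow (0.0919) than in tendon (0.0899). The IL1 genes scored -0.106, 0.050 and 0.159, and the TNF genes -0.043, 0.023 and 0.111. In late-stage neutrophils, the genes of a list were spread to both sides of 0 between tendon and blood. Of 23 JAK/STAT genes 11 were higher in tendon, with a median log2 ratio of -0.02 at percentile 59.8, and of 36 FoxO genes 19, with a median of 0.07 at percentile 78.5. Of 20 HIF1 genes 13 were higher, with a median of 0.33 at percentile 97.3, of 19 WNT genes 12, with 0.29 at percentile 98.4, and of 7 Hippo genes 6, with 0.19 at percentile 79.9. Lower medians were found for the TGFb genes, with 5 of 11 higher and a median of -0.21 at percentile 22.1, and the TNF genes, with 25 of 60 higher and -0.07 at percentile 44.6. Of 26 IL1 genes 14 were higher, with a median of 0.09 at percentile 82.1. The SDs are over cells of 1 library and describe spread between cells only.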

To further characterize these highly mature injury-site neutrophils, we clustered genes differentially expressed across the neutrophil pseudotime maturation axis (Figure 3A). Pathway analysis of genes enriched within this highly mature neutrophil subtype showed enrichment in several canonical inflammatory cascades (Figure 3B). 

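Late-stage neutrophil-like cells were compared between tendon and blood over gene lists fixed before the data were examined. All 15 measured NF-kB target and feedback genes had a higher CPM in tendon, with a median log2 ratio of 2.91, above 100% of random lists of similar expression. Nfkbia, which encodes the NF-kB inhibitor induced by the factor itself, was at 5460 CPM in tendon and 147.6 CPM in blood late-stage cells, a log2 ratio of 5.21 (5.07 to 5.35). Tnfaip3, which encodes the feedback inhibitor A20, had a log2 ratio of 7.00 (6.22 to 7.92), Nfkbiz, an atypical inhibitor gene, 4.02, and Sod2, the mitochondrial superoxide dismutase gene, 4.99. Of 12 chemokine genes 11 were higher in tendon, with a median of 3.05 at percentile 100, the exception being Ccl6 at -0.48. Many members of this list, among them Cxcl1, Cxcl2, Cxcl3 and Ccl3, are genes the paper shows for the same libraries. Their direction is therefore not independent evidence. The list as set also holds Ccrl2, a chemokine-binding receptor gene. Of 17 Toll-like receptor signaling genes 12 were higher, with a median of 0.67 at percentile 99.9. Cd14, the lipopolysaccharide co-receptor gene, was at 4005 CPM in tendon and 228.6 CPM in blood, and Tlr2 had a log2 ratio of 1.99. NF-kB genes were also higher in tendon monocytes/macrophages than in those of blood, for 16 of 16 genes with a median of 1.81, and chemokines for 15 of 15 with a median of 3.41. Cluster 1 held 270 of the 330 blood and 420 of the 2249 tendon cells of this class, and cluster 0 held 968 tendon and 3 blood cells, so these ratios compare different mixtures of clusters. The interferon response list ran the other way in neutrophils, with 2 of 16 genes higher in tendon and a median of -0.68 at percentile 0.040. Within it Ifit1 had a log2 ratio of -2.06 (-2.72 to -1.45), Oasl2 -1.27 (-1.51 to -1.04) and Rsad2 -1.05 (-1.37 to -0.74), whereas Isg15 was at 0.71. Digestion was applied to the tendon only, and 17 of 20 genes of the tissue dissociation and immediate-early list were higher in tendon, with a median of 1.12 at percentile 99.98.

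**Figure D2:**
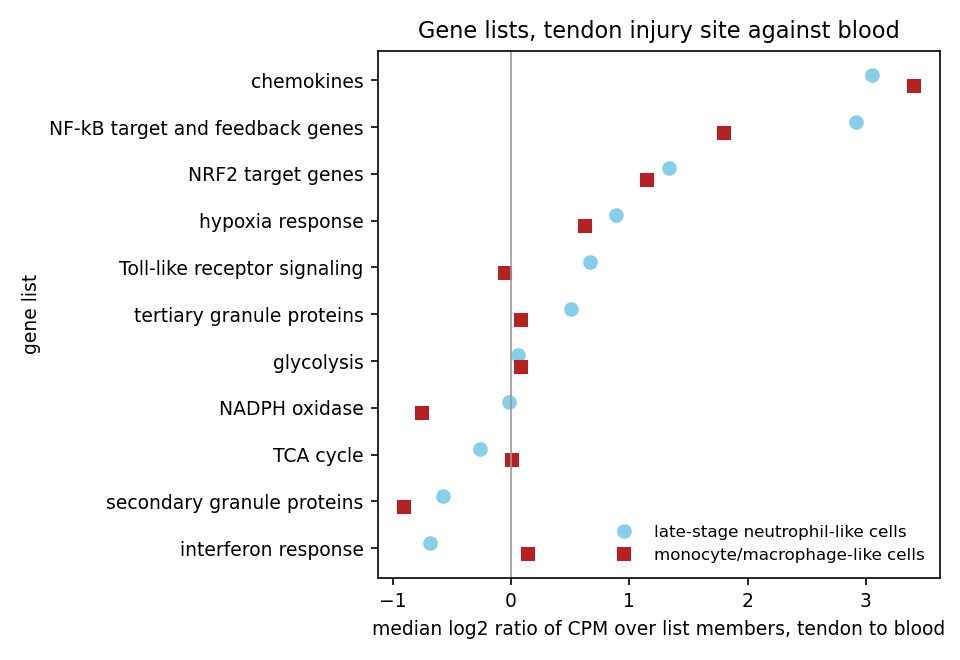
Median log2 ratio of CPM, tendon to blood, over the members of 11 gene lists in late-stage neutrophil-like cells and in monocyte/macrophage-like cells. The chemokine medians were 3.05 and 3.41 and the interferon medians -0.68 and 0.15.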

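Ccl2, a monocyte-attracting chemokine gene, had 204 UMIs in tendon and 5 in blood neutrophil-like cells, a log2 ratio of pooled CPM of 6.07 (4.83 to 7.71). Spp1, which encodes osteopontin, had 2949 and 33 UMIs and a log2 ratio of 7.20 (6.71 to 7.74). Cxcl1, a CXCR2 ligand gene, had 329 UMIs in tendon and none in blood neutrophils, a log2 ratio of at least 7.50 with 3 counts in place of 0. Csf1, the macrophage colony-stimulating factor gene, had a log2 ratio of 1.78 (1.47 to 2.10), at 111.6 CPM in tendon and 32.5 CPM in blood. Vegfa, the angiogenic growth factor gene, was at 33.2 CPM in tendon, 4.65 CPM in blood and 14.0 CPM in marrow neutrophils, a tendon to blood log2 ratio of 2.84 (2.08 to 3.66). Wnt4, a secreted signaling ligand gene, had 24 UMIs in tendon and 28 in blood neutrophils and a log2 ratio of 0.50 with an interval that took in 0 (-0.35 to 1.34). Thbs2, a matrix protein gene of mesenchymal cells, had 6 UMIs in tendon and 0 in blood neutrophils, too few for a ratio, against 291.1 CPM in tendon MPC-like cells. Thbs1, its platelet and myeloid relative, had 4389 and 40 UMIs and a log2 ratio of 7.50, at 1869 CPM in tendon and 10.3 CPM in blood neutrophils. In late-stage neutrophils alone the log2 ratios were 5.14 for Ccl2, 1.74 for Csf1, at least 6.67 for Cxcl1, 2.83 for Vegfa, 7.23 for Spp1, 0.58 for Wnt4 and 10.19 for Thbs1, while Thbs2 had 1 UMI. Neutrophils were not the tendon cells with the most of several of these transcripts. Ccl2 was at 86.9 CPM in tendon neutrophils, 640.7 CPM in monocytes/macrophages and 1006 CPM in MPC-like cells, and Cxcl1 at 140.1, 390.0 and 1469 CPM. Spp1 was at 1256 CPM in tendon neutrophils and 2275 CPM in monocytes/macrophages, and Vegfa at 72.8 CPM in the latter. Csf1 was the reverse, with 2.12 CPM in tendon monocytes/macrophages and a log2 ratio of neutrophils to them of 5.72. Counted with Il1a, Il1b and Tnf and without Thbs1, 10 of these 10 genes had a higher pooled CPM in tendon than in blood neutrophils. In late-stage cells 9 of the 9 genes measured did, with a median log2 ratio of 2.58, but the paper chose these genes for this difference in the same libraries.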

Consistent with the tendon injury site primarily associated with mature neutrophils, late pseudotime genes heavily enriched within injury-site neutrophils, including high levels of inflammatory cytokines (*Ccl2, Csf1, Cxcl1, Il1a, Il1b, Tnf*) as well as factors that promote angiogenesis (*Vegfa*) or chondro/osteogenesis (*Spp1, Thbs2, Wnt4*) (Figure 3C). Robust and prolonged inflammation is a hallmark of HO formation and progression. Expression of the inflammatory cytokines *Il1a*, *Il1b*, and *Tnf* were elevated in injury-site neutrophils (Figure 3D), likely contributing to overall increases in levels of IL-1α/β and TNF-α present within the tendon injury site (Figure 3E). These findings of high *Il1b* and *Tnf* in itaconate-producing neutrophils are contradictory to results previously published in macrophages that demonstrate that itaconate production inhibits expression of these proinflammatory cytokines (24, 25, 29). These data suggest that these highly mature neutrophils do not respond transcriptionally as has previously been described for endogenously produced itaconate in macrophages, instead expressing high levels of cytokines to regulate the local inflammatory environment.

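Il1b encodes interleukin-1β and lies on chromosome 2 from 129364570 to 129371139. It was at 12.1 CPM in marrow neutrophil-like cells (10.9 to 13.5), 1061 CPM in blood (1028 to 1094) and 4755 CPM in tendon neutrophils (4667 to 4844), a tendon to blood log2 ratio of 2.16 (2.11 to 2.22). Il1a, on the same chromosome from 129299610 to 129309972, encodes interleukin-1α and was at 232.9 CPM in tendon neutrophils (213.8 to 253.3). No Il1a UMI was found in 1154 marrow or 389 blood neutrophils, which allows up to 0.260% and 0.771% of cells with a UMI and gives a tendon to blood log2 ratio of at least 8.23. Tnf, on chromosome 17 from 35199381 to 35202007, was at 14.2 CPM in marrow, 5.16 CPM in blood and 786.9 CPM in tendon neutrophils (751.4 to 823.6), a tendon to blood log2 ratio of 7.25 (6.62 to 7.97). With the mean over cells in place of pooled CPM the Tnf ratio was 8.07, and without integration the Il1a ratio was at least 9.13. In late-stage neutrophils the tendon to blood log2 ratios were at least 8.22 for Il1a, 2.20 for Il1b and 8.38 for Tnf (7.45 to 9.51). In the 136 late-stage tendon cells lowest in the immediate-early list, the ratios to blood were 1.63 for Il1b and 7.35 for Tnf. In the 136 cells highest in that list they were 2.74 and 9.13, so both transcripts rose with the list. Only the tendon was digested, and the part of digestion in these levels was not tested. An Il1b UMI was found in 7.71% of marrow, 86.9% of blood and 96.1% of tendon neutrophils, and in 2.35%, 57.4% and 87.8% after thinning to 1000 UMIs. For Tnf the shares were 25.7%, 4.37% and 70.5%, and 1.30%, 0.517% and 47.5% after thinning, and Il1a was found in 28.6% of tendon neutrophils and 13.8% after thinning. Tendon monocytes/macrophages also held these transcripts, at 41.2 CPM of Il1a, 827.5 CPM of Il1b and 274.3 CPM of Tnf. The log2 ratio of tendon neutrophils to tendon monocytes/macrophages was 2.5 for Il1a, 2.52 for Il1b and 1.52 for Tnf. The same genes were also higher in tendon than in blood monocytes/macrophages, with log2 ratios of 6.50 for Il1a, from 3 blood UMIs, 5.15 for Il1b and 7.23 for Tnf. These ratios also compare different mixtures of clusters, since 270 of the 330 blood cells and 420 of the 2249 tendon cells were in cluster 1. Tendon MPC-like cells held 0.574 CPM of Il1a, 9.10 CPM of Il1b and 5.29 CPM of Tnf.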

### Itaconate-loaded neutrophils are cycled back to the bone marrow for degradation by macrophages.

This observed highly inflammatory nature of injury-site neutrophils is somewhat in contrast to the specific production of itaconate, a proposed antiinflammatory metabolite (23), by these same highly mature neutrophil populations. To understand whether neutrophil-derived itaconate was secreted into the injury site as a mechanism to further regulate the local inflammatory milieu, human neutrophils were incubated with inflammatory agonists. qPCR analysis showed significant upregulation of *ACOD1* in response to stimulation with the inflammatory cytokine TNF-α to mimic trauma as well as in response to a cell membrane prep from a virulent, methicillin-resistant *S*. *aureus* (MRSA-CM) to mimic infection consistent with recently published results (30) (Figure 4A). Metabolomic analysis of TNF-α–stimulated human neutrophils revealed that, while itaconate was readily detected within stimulated neutrophil cell bodies, no itaconate was found within the conditioned media (Figure 4, B and C). In contrast, lactate was easily detected within the conditioned media (Figure 4C). This suggests that, while inflammatory- or infection-stimulated neutrophils may produce itaconate, this metabolite remains intracellular and may not be secreted as a mechanism to regulate the local injury environment.

If not secreted to regulate local inflammation, we next sought to understand the terminal function of this injury-site neutrophil–derived itaconate. When nearing the end of their lifespan, neutrophils typically cycle back to the bone marrow for turnover through the concomitant downregulation of CXCR2 and upregulation of CXCR4 (13). While some neutrophils are likely to terminate within the injury tissue through the formation of neutrophil extracellular traps (NETs) (31, 32), a portion of neutrophils may cycle back to the bone marrow following homing to sites of injury. Expression analysis of *Cxcr2* and *Cxcr4* in our neutrophil population from the marrow, blood, and injury site showed the expected changes in receptor expression (Figure 4D). This included release from the bone marrow being associated with a high *Cxcr2/Cxcr4* ratio while terminal late-stage neutrophils were associated with a switch in expression resulting in a high *Cxcr4/Cxcr2* ratio (Figure 4, D and E). This differential expression coincided with expression of genes linked to CXCR2/CXCR4 cell surface abundance through gene expression or through receptor modification/inactivation or internalization (Supplemental Figure 5). 

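Cxcr2 encodes the receptor for neutrophil-attracting CXC chemokines and lies on chromosome 1 of GRCm38 from 74153989 to 74161246. It was at 334.8 CPM in marrow, 1438 CPM in blood and 869.9 CPM in tendon neutrophil-like cells. Cxcr4, the receptor for CXCL12 that retains neutrophils in marrow, lies on chromosome 1 from 128588199 to 128592293 and was at 66.3 CPM, 115.2 CPM and 115.4 CPM. The blood to marrow log2 ratio was 2.10 for Cxcr2 and 0.80 for Cxcr4. From blood to tendon, the log2 ratio was -0.73 (-0.80 to -0.65) for Cxcr2 and 0.00 (-0.22 to 0.22) for Cxcr4. Monocytes/macrophages of the tendon held 188.7 CPM of Cxcr4.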

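Cxcr4 UMIs were fewer than Cxcr2 UMIs at every site, with a log2 ratio of Cxcr4 to Cxcr2 of -2.34 in marrow (-2.41 to -2.26), -3.64 in blood (-3.78 to -3.50) and -2.91 in tendon neutrophil-like cells (-3.10 to -2.73). Blood lay 1.31 below marrow, a difference of -1.31 (-1.47 to -1.15) that was -1.98 without integration, -0.79 with thinned cells and -0.75 with the mean over cells, and tendon lay 0.73 above blood (0.49 to 0.96). Within the late stage, the log2 ratio was -3.63 in marrow (-3.76 to -3.50), -3.78 in blood (-3.93 to -3.62) and -3.05 in tendon neutrophils (-3.25 to -2.85). Among late-stage cells the difference between tendon and blood was again 0.73 (0.47 to 0.98), while that between blood and marrow was -0.15 with an interval that took in 0 (-0.35 to 0.05). The tendon to blood difference came mostly from Cxcr2, at 1113 CPM in tendon and 1737 CPM in blood late-stage cells, since Cxcr4 was at 134.4 and 126.7 CPM. Marrow late-stage cells held 1042 CPM of Cxcr2 and 84.2 CPM of Cxcr4. Depth was lowest in tendon, where the ratio rests on 271 Cxcr4 and 2043 Cxcr2 UMIs.

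**Figure D3:**
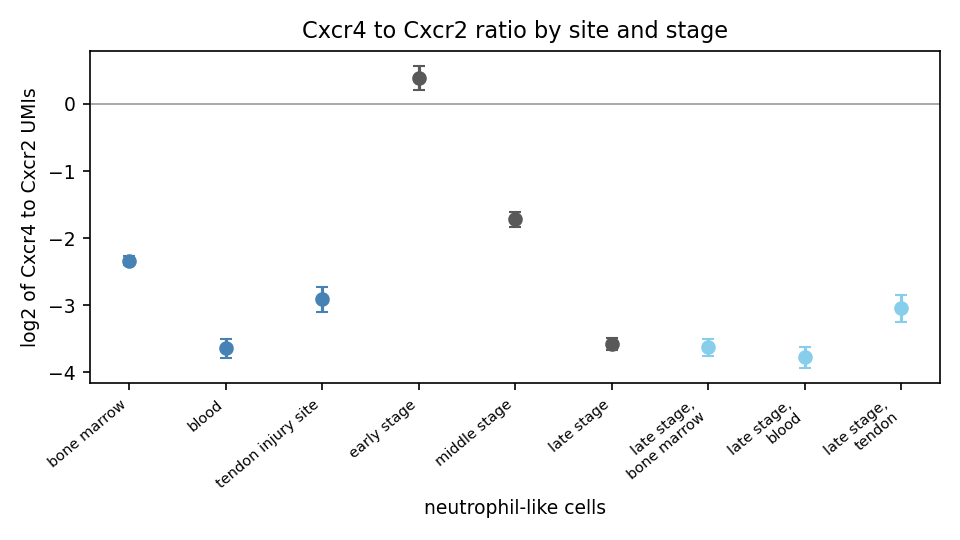
Log2 of the ratio of Cxcr4 to Cxcr2 UMIs in neutrophil-like cells by site, by stage and by site within the late stage, with conditional binomial 95% intervals. Late-stage values were -3.63 in marrow, -3.78 in blood and -3.05 in tendon.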

Our analyses show a preference for CXCR4 in early-stage neutrophils (cluster 1) primarily present within the bone marrow and CXCR2 within the highly inflammatory cluster 3 (enriched in the tendon), and a similar expression profile across neutrophil maturation pseudotime as observed for *Cxcr2/4* gene expression (Supplemental Figure 5). This elevated CXCR4/CXCR2 ratio drives extravasation of neutrophils out of the inflamed tissue back to the bone marrow via CXCL12 (also known as stromal cell–derived factor 1 [SDF1]) (13). 

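Early-stage neutrophil-like cells were the only stage with more Cxcr4 than Cxcr2, at 579 and 443 UMIs and a log2 ratio of 0.39 (0.21 to 0.57). Middle-stage cells had 891 and 2934 UMIs and a log2 ratio of -1.72 (-1.83 to -1.61), and late-stage cells 1158 and 13878 UMIs and -3.58 (-3.67 to -3.50). In CPM, Cxcr4 was at 51.2 in early-, 71.4 in middle- and 102.9 in late-stage cells, so it was not highest in the early stage. Cxcr2 was at 39.2 CPM, 235.2 CPM and 1233 CPM in the same order, and Cxcr2 differed more between the stages than Cxcr4, which differed in the same direction. Csf3r, the G-CSF receptor gene, went with Cxcr2, at 44.0 CPM in early-, 96.3 CPM in middle- and 805.4 CPM in late-stage cells. The late-stage tendon to blood log2 ratio of Cxcr2 was -0.64, so within that stage blood cells held more of it than tendon cells.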

Next, neutrophil turnover in the bone marrow was monitored. Neutrophils were isolated from the tendon injury site, subjected to membrane staining and transplanted into *CD169-Cre;Rosa-tdTomato* (*CD169/Tomato*) recipient mice in which most tissue resident–like macrophages are labeled by Tomato expression (33, 34) (Figure 4F). Twenty-four hours after injection, membrane-labeled neutrophils were observed within the bone marrow, either alone or associated with Tomato^+^ macrophages. By 48 hours, the majority of the membrane dye was associated with Tomato^+^ macrophages, suggesting engulfment of neutrophils, either directly through efferocytosis or indirectly through phagocytosis of scavenged neutrophil cell membrane (Figure 4F). Flow analysis of recipient mice showed that between 24 and 48 hours after injection, transplanted neutrophils declined while Tomato^+^, and to a lesser extent Tomato^–^, monocyte/macrophages positive for neutrophil-derived membrane dye increased (Figure 4G). These data suggest that itaconate-loaded neutrophils, stimulated by inflammation or infection, cycle back to the bone marrow for destruction either directly by, or in close proximity to, macrophages.

While neutrophils at the end of their life cycle return to the bone marrow for destruction, our data suggest that neutrophils have unique molecular patterns depending on their exposure to inflammatory stimuli. To further confirm this, we next conducted in vitro maturation assays without stimulation or in response to treatment with either TNF-α or MHRSA-CM. Under both stimulated and unstimulated conditions, qPCR analysis of cultured mouse bone marrow neutrophils showed a significant switch in their receptor expression leading to decreased *Cxcr2/Cxcr4* ratios by 20 hours (Figure 4H). Interestingly, while a modest increase in *Acod1* expression was observed at 20 hours without stimulation, neutrophils stimulated with either TNF-α or MRSA-CM resulted in significantly elevated levels of *Acod1* at both 6 and 20 hours after stimulation (Figure 4I). These findings are consistent with reanalysis of neutrophils from multiple locations (35) and suggest that *Acod1* was primarily observed in mature, *Cebpb*-expressing neutrophils following systemic inflammatory stimulation, with minimal expression in neutrophils under unstimulated, physiological conditions (Supplemental Figure 6). Together, these data suggest that, while neutrophils typically cycle back to the bone marrow at the end of their lifespan, levels of itaconate that they deliver back to the bone marrow may reflect the level of inflammatory stimuli or tissue damage.

### Itaconate skews hematopoiesis toward the granulocyte/monocyte lineages.

To determine the potential effects of itaconate within the bone marrow, hematopoietic progenitors and mature cells were profiled (36–38) (Supplemental Figure 7, A and B) in mice 0, 3, and 7 days after burn/tenotomy treated with itaconate or saline controls (Figure 5). Hematopoietic stem and progenitor cells differentiate into first CMPs before bifurcating into megakaryocyte erythrocyte progenitors (MEPs), eventually giving rise to the erythrocyte lineage, or to GMPs, which eventually give rise to neutrophils and monocytes/macrophages. In response to injury, while no significant changes were observed in CMPs, MEPs were significantly reduced at day 7 after injury, as compared with uninjured controls (Figure 5A). This MEP reduction was further exacerbated in injured mice treated with itaconate (Figure 5A). In response to stress, the spleen often serves as an extramedullary site for compensatory erythropoiesis. To determine the effects of this significant reduction in MEPs, we next profiled both the bone marrow and spleen for erythrocyte abundance. While only mild reductions in erythrocytes were observed in the bone marrow, significant increases in erythrocyte abundance were observed in the spleens of mice treated with itaconate for 7 days after burn/tenotomy, compared with both uninjured and day 7 saline-treated controls (Figure 5B). Conversely to the declines in MEPs, GMPs were significantly increased in day 7 itaconate-treated mice, both in comparison with uninjured controls as well as saline-treated mice on day 7 (Figure 5C). This increased propensity of GMPs in itaconate-treated mice resulted in increased unipotent GMPs at day 3 and day 7, with GPs significantly increased at day 3 and monocyte progenitors (MPs) significantly increased at day 7, relative to saline-treated, time point–matched controls (Figure 5D). When analyzing mature hematopoietic lineage cells within both the bone marrow and spleen, the burn/tenotomy procedure resulted in significantly elevated neutrophils within the bone marrow and a concomitant reduction in the abundance of bone marrow lymphoid cells but with minimal effects observed between itaconate and saline treated mice (Supplemental Figure 8). These data illustrate a role for itaconate in regulating hematopoiesis through modulating the commitment of CMPs to favor GMP differentiation at the expense of MEP lineage cells.

### Therapeutic administration of exogenous itaconate mitigates HO following trauma.

Itaconate has previously been identified as an immunomodulatory metabolite (23, 24), promoting the transition of macrophages from a more M1-like proinflammatory to a more M2-like antiinflammatory phenotype. Owing to the critical role of inflammatory neutrophils and macrophages in HO formation and progression (3), we next sought to determine the effects of itaconate modulation in regulating HO formation. To further validate our finding that itaconate is endogenously produced, we made use of *LysM-Cre;Acod^fl/fl^* (*Acod1^LysM^*) mice to ablate itaconate production in both neutrophils and macrophages (39). qPCR analysis of the injury site 7 days after injury showed a significant reduction in *Acod1* expression in *Acod1^LysM^* mice (0.24 ± 0.26 relative to controls, *n* = 4, *P* < 0.05). Nine weeks after burn/tenotomy surgery, *Acod1^LysM^* mice showed significantly increased volumes of total HO, suggesting that itaconate endogenously produced by myeloid lineage cells may negatively regulate HO formation (Supplemental Figure 9, A and B). To determine the potential therapeutic effects of exogenous itaconate, mice were subjected to our burn/tenotomy surgery and treated with either itaconate or saline controls. μ-CT analysis of mice 9 weeks after surgery showed significant reductions in the total and bone-associated HO volumes in response to itaconate treatment (Figure 6, A and B). This reduced volume of HO was due to reduced formation, rather than delay in mineralization, as no notable cartilage remnants remained (Figure 6C). Importantly, while formation of HO was reduced, no observable deficiencies were observed in wound healing of the dorsal burn (Supplemental Figure 10). These data suggest treatment with itaconate can prevent formation and progression of HO following trauma.

To determine the mechanisms through which itaconate prevented HO formation, the tendon injury site from mice treated with itaconate or saline control were subjected to scRNA-Seq 7 days after surgery (Figure 6, D and E). Based on the previously published roles of itaconate in macrophages, we next profiled immune cell clusters for IL-1, TNF-α, and hypoxia inducible factor 1 (HIF1) signaling (Figure 6F). Module scores, defined as the average expression of a gene list (Supplemental Table 4) relative to background expression, demonstrated reduced activation of IL-1, TNF-α, and HIF1 signaling pathways within the macrophage population, with HIF1 signaling also significantly reduced in neutrophils (Figure 6F). This reduced transcriptional signaling observed by scRNA-Seq was accompanied by reduced levels of IL-1 and TNF-α ligands within the tendon injury site 7 days after burn/tenotomy surgery in response to itaconate (Figure 6G).

In addition to its effects on immune cells, scRNA-Seq data were also analyzed for changes in nonimmune cells resulting from treatment with itaconate. With the exception of epithelial cells, which showed a notable increase, cell cycle phase predictions showed marked reduction in cell proliferation within each cell cluster (Figure 6H). Reduced overall proliferation of cells within the tendon injury site following treatment with itaconate was confirmed by KI67 staining (Figure 6I). Similar to the macrophage cluster, MPCs also showed reduced activation of IL-1, TNF-α, and HIF1 in response to itaconate treatment; they also showed a shift in expression of tenogenic markers, with itaconate downregulating expression of the progenitor markers *Tppp3*, *Pdgfra*, and *Cd34* and upregulating the more mature tenogenic markers *Scx*, *Tnn* and *Tmnd* (Figure 6J). In addition to changes in MPCs, analyses also revealed reduced expression of genes linked to sprouting angiogenesis in response to itaconate treatment (Figure 6K and Supplemental Table 5). Collectively, these data suggest that exogenous itaconate can serve as a potential therapeutic strategy to prevent the formation and progression of HO by reducing local inflammation, reducing proliferation, promoting tenogenic differentiation, and reducing angiogenesis, without affecting normal wound healing.

## Discussion

In this study, we report previously unobserved regulatory mechanisms through which neutrophils can regulate both local and systemic inflammation. Following a combination of burn and musculoskeletal injury, we observed an accumulation of the immunomodulatory metabolite itaconate within the Achilles tendon region. Additional metabolic and molecular characterizations revealed that a highly mature subset of neutrophils, not the previously reported macrophages, were the primary producers of itaconate within the injury site. Characterization of injury-site neutrophils showed high levels of inflammatory cytokine production, likely contributing to the prolonged inflammation typified in this trauma model and necessary for aberrant cell differentiation. In contrast, while itaconate was produced within these same highly inflammatory neutrophils present at the injury site, this antiinflammatory metabolite appeared to remain intracellular. Tracking these neutrophils along their life cycle suggests that these highly mature neutrophils migrate back to the bone marrow, where they are engulfed by macrophages, altering hematopoiesis and skewing cells away from the erythrocytes in favor of the monocytic and granulocytic lineages. Within the injury site, treatment with itaconate resulted in reduced inflammation and vascular invasion, and altered differentiation, resulting in reduced aberrant repair.

While factors guiding wound healing have been extensively studied at the transcriptional level, the role of shifting bioenergetics requires further investigation. To this end, we conducted metabolomic profiling of models of musculoskeletal injury or systemic inflammation in combination or alone. In addition to altered bioenergetics, these metabolic studies congruently identified itaconate accumulation within the injury site. Itaconate is synthesized from the TCA cycle intermediate aconitate through the activity of aconitate decarboxylase encoded by *Acod1* (23). Previous reports have identified macrophages as the primary, if not sole, producers of itaconate in response to inflammatory stimulation or infection (23, 25, 40). In the case of stimulation with LPS, macrophages upregulate *Acod1* and subsequent itaconate production (23). In a KEAP1/NRF2-mediated mechanism, itaconate production results in transition of macrophages from a more M1 proinflammatory to an M2 antiinflammatory state (29, 41, 42).

As with infection, macrophages have been shown to play a critical role in injury repair (3, 43). Surprisingly, our subsequent molecular and metabolic studies identified neutrophils, not macrophages, as the major producers of itaconate following trauma. These findings are consistent with recently published results that identify neutrophils as the primary producers of itaconate following respiratory infection (30). Further characterization of neutrophils identified a transcriptionally unique, highly mature subpopulation of neutrophils (9, 35) heavily enriched within the tendon injury site. Despite the presence of systemic inflammation induced by the dorsal burn (44), tendon injury–site (HO) neutrophils were found to be unique from those in circulation in the blood or present within the bone marrow, regulating local inflammation through the robust expression of inflammatory cytokines such as IL-1α/β and TNF-α. Neutrophils typically represent one of the earliest responders to inflammatory stimuli (45). In response to injuries that undergo more faithful repair, the inflammatory phase is typically restricted to the first several days following injury, with neutrophils often entering and vacating the trauma site within the first 48–72 hours (10, 46). In contrast, in injuries with sustained aberrant inflammation such as HO, neutrophils are present out past 6 weeks after injury (22). This prolonged presence of neutrophils within the injury site, the highly inflammatory nature of these mature neutrophils, and the essential role of inflammation in HO formation suggest that neutrophils may regulate the local inflammatory environment, leading to the aberrant differentiation underscoring HO progression.

While our metabolomic data point to itaconate production occurring within the injury site, analysis of conditioned media from human neutrophils studied in vitro suggests that this neutrophil-derived itaconate produced in response to inflammatory induction remains intracellular. While further studies are needed to confirm these results, it appears that neutrophil itaconate may not represent a mechanism through which neutrophils regulate the injury site. While previous views held that sites of injury or infection represented the terminal point of the neutrophil lifespan, more recent work and this study show that neutrophils can extravasate from sites of inflammation and cycle back to the bone marrow (13, 47). This life cycle suggests that neutrophil itaconate produced at the injury site may be delivered back to the bone marrow. Injection of neutrophils derived from the injury site showed a clear and intimate association with bone marrow macrophages. This is consistent with previous works that have suggested macrophage-mediated efferocytosis of neutrophils declines with age (16). To determine the effects of itaconate within the bone marrow, we profiled hematopoietic lineage cells isolated from the bone marrow. Our results indicate that itaconate can result in skewing of hematopoiesis, increasing the relative abundance of GMPs (and their downstream progenitor populations) at the expense of MEPs.

While our data support itaconate-mediated hematopoietic skewing in the bone marrow, further studies are needed to determine the mechanism through which this process is mediated. Limited studies have suggested that neutrophils could regulate the hematopoietic niche (14, 15). One possibility is that itaconate works through modulation of macrophages, which are often associated with the HSC niche. Increased levels of macrophage IL-1β associated with aging has previously been linked to the increased differentiation of MEP-derived cell lineage (16). It has also previously been noted that itaconate can downregulate IL-1β in macrophages (25, 48). This raises the intriguing possibility that neutrophils could deliver itaconate to marrow macrophages, modulating hematopoiesis through regulation of macrophage IL-1β. This concept is more appealing considering our in vitro culture data, which demonstrate that, while neutrophil maturation — including upregulation of CXCR4 driving cycling back to the bone marrow — can be induced without stimulation, these neutrophils did not produce elevated levels of itaconate. This contrasts with in vitro stimulation using TNF-α or a MRSA-derived cell membrane preparation, which both showed robust upregulation of itaconate in mouse and human neutrophils.

One limitation of this study is the use of itaconate injections to observe hematopoietic skewing. It is technically and logistically challenging to isolate neutrophils from the tendon injury site in large quantities. However, it has been proposed that mice can produce about 1 ***×*** 10^7^ neutrophils daily (49) and likely even greater numbers in response to inflammation and trauma. While neutrophils can be cleared through the liver, spleen, and bone marrow under homeostatic conditions (50, 51), previous work suggests that, following injury, neutrophils were selectively cleared by the bone marrow (52). It remains to be determined whether this endogenous neutrophil production could deliver sufficient itaconate to the bone marrow to result in hematopoietic skewing observed following daily exogenous injections. The direct delivery of neutrophils to the bone marrow, and perhaps more specifically bone marrow macrophages, may suggest that targeted delivery of itaconate through neutrophil cycling, rather than systemic delivery, may affect hematopoiesis at levels far reduced from our exogenous administrations. Additionally, it is difficult to distinguish direct and indirect effects of both endogenously produced and exogenously administered itaconate within the tendon injury environment. Though transcriptional and metabolomic analyses point to neutrophils as the primary producers of itaconate, we did observe expression of *Acod1* and production of itaconate in macrophages. Further work is required to disentangle the neutrophil-specific effects from other cell types within the tendon injury area.

Though additional studies are needed, this hypothesis that neutrophils synthesize itaconate and that itaconate can regulate myelopoiesis, if confirmed, could present a potential mechanism through which neutrophils could serve as a “sensor” of inflammation, relaying the extent of distant insult (in the form of itaconate abundance) back to the bone marrow to modulate a proportional mobilization of myeloid cells to further combat ongoing inflammatory cascades.

## Methods

### Animals.

Male C57BL/6J mice were obtained from The Jackson Laboratory (stock no. 000664). Animals were housed and maintained under standard conditions and had access to food and water ad libitum. Control and experimental groups of mice were fed a diet of normal chow and water with exposure to light for 12 hours daily. *LysM-Cre;Acod1^fl/fl^* mice were a gift from Christina L. Stallings (Washington University School of Medicine, St. Louis, Missouri, USA) and bred in house.

An established model of posttraumatic HO formation was used (3, 22, 53) on mice at 10 weeks of age. Mice were anesthetized with isoflurane inhalation. The hair was shaved off the burn and tenotomy sites and cleaned with alcohol and betadine 3 times. Buprenorphine (Buprenex, Reckitt Benckinser Pharmaceuticals) was administered s.c. immediately prior to surgery at 0.06 mg/kg. Mice received a 30% surface area burn to their dorsum with an aluminum block that was heated to 60°C for 18 seconds, immediately followed by complete transection of the Achilles tendon at the midpoint, with placement of a single 5-0 Vicryl suture to close the skin. Mice were monitored during recovery and then at 12, 24, and 72 hours after surgery.

For itaconate therapeutic studies, mice were randomized into control and treatment groups preoperatively. The control group received saline (PBS, Thermo Fisher Scientific), and the treatment group received 400 mg/kg dimethyl itaconate (Sigma Aldrich, 592498-25G) injected i.p. daily starting 2 days prior to injury.

### Metabolomic profiling.

Metabolic profiling was carried out by the CRI Metabolomics core at UT Southwestern (UTSW) as previously published (54, 55). For tendon injury–site metabolic profiling, injury-site soft tissue was isolated, including the inflamed tissue and flanking proximal and distal tendon remnants but excluding overlaying skin, surrounding muscle or underlying bone and flash frozen in liquid nitrogen. Metabolites were isolated using a methanol-based extraction, lyophilized, and resuspended in 80% acetonitrile/water. For metabolomics of cultured cells, fractionating cells, or conditioned media, metabolites were extracted directly with 80% acetonitrile/water. All samples were normalized using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225 and 23227). Hydrophilic interaction chromatography (HILIC) chromatographic separation of metabolites was achieved using a MilliporeSigma ZIC-pHILIC column (5 μm, 2.1 × 150 mm) with a binary solvent system of 10 mM ammonium acetate in water, pH 9.8 (solvent A) and acetonitrile (solvent B) with a constant flow rate of 0.25 mL/minute. Metabolites were measured with a Thermo Fisher Scientific QExactive HF-X hybrid quadrupole orbitrap high-resolution mass spectrometer (HRMS) coupled to a Vanquish UHPLC. Metabolite identities were confirmed in 3 ways: (a) precursor ion *m*/*z* was matched within 5 ppm of theoretical mass predicted by the chemical formula; (b) fragment ion spectra were matched within a 5 ppm tolerance to known metabolite fragments; and (c) the retention time of metabolites was within 5% of the retention time of a purified standard run with the same chromatographic method. Metabolites were relatively quantified by integrating the chromatographic peak area of the precursor ion searched within a 5 ppm tolerance.

### Cell suspension and fractionation.

Mice were euthanized with CO_2_, immediately followed by cardiac puncture to retrieve blood. Blood was collected into EDTA-coated tubes to prevent coagulation. Blood was layered onto a Ficoll gradient and centrifuged at 1,750*g* for 10 minutes at 20°C, with a deceleration of 3. Mononucleated cells were collected for further processing. Bone marrow was flushed from both femurs with FACS Buffer (10% FBS and 0.2 mM EDTA [pH 7.4] in PBS). Both blood mononucleated cells and bone marrow were next subjected to red blood cell lysis (Thermo Fisher Scientific, A1049201). For the tendon injury site, single-cell suspensions were generated as previously described (22). Briefly, the entire injury site, from the distal tip of the gastrocnemius to the calcaneus, was harvested and minced to pieces. Tissue was then subjected to enzymatic digestion using Collagenase I at 3 mg/mL (Thermo Fisher Scientific, 17100-017), Collagenase II at 2 mg/mL (Thermo Fisher Scientific, 17101-015), and Dispase at 3mg/mL (MilliporeSigma, D4693) per 1 mL of DMEM (Thermo Fisher Scientific, 11960044) for 20–30 minutes at 37°C under constant agitation at 160 rpm.

For cellular fractionation, prepared cell suspensions were first overlayed on a histopaque gradient (Sigma Aldrich, 11191 and 10771) and then centrifuged at 900*g* for 30 minutes at 25°C. Neutrophils were collected from the internal histopaque interface. The top layer of cells was collected and subsequently subjected to magnetic separation using anti-CD11b beads (Stem Cell Technologies, 18970A) to collect monocytes/macrophages. The remaining unbound cells were pooled and termed “rest.”

### scRNA-Seq.

Single-cell libraries were generated from single cell suspensions described above using the 10x Genomics Chromium controller following the manufacturer’s protocol. Libraries were sequenced on an Illumina NovaSeq SP 100 cycles. CellRanger was used to perform sample demultiplexing, barcode processing, and single-cell gene counting (alignment, barcoding, and unique molecular identifier [UMI] count). Downstream analysis steps were performed using Seurat (56). Pathway activation or module scores were generated using the AddModuleScore function of Seurat using validated gene lists from KEGG pathways. Module scores were calculated as the level of gene expression enrichment of a set gene list relative to a random control list, with higher module score values representing positive enrichment beyond background.

To determine the potential interactions between different cell clusters, we performed CCC analysis using the *R* package CellChat (57). To further explore the functional outcomes mediated by these identified ligand-receptor pair interactions, we constructed scRNA-Seq–based multilayer networks using the R package scMLnet (58). ScMLnet constructs multilevel networks by integrating intercellular pathways (ligand-receptor interactions) and intracellular subnetworks (receptor-transcription factor and transcription factor–target gene interactions) as well as the intercellular/intracellular signaling pathways constructed between the central cell and neighboring cells. For analyses related to the regulation of receptor presentation, gene lists were pulled from published works related to CXCR2/4 gene expression, dephosphorylation, and recycling of internal receptors back to the surface (denoted activators) as well as genes linked to ligand binding and internalization, desensitization, phosphorylation, and degradation (inactivators).

### Luminex.

Bone marrow was processed as above with the addition 3 cycles of freeze/thaw. After centrifugation at 10,000*g* for 20 minutes at 4°C, supernatant was collected and flash frozen. Whole blood was collected via intracardiac puncture. Samples were centrifuged at 9,600*g* for 10 minutes at 4°C, and plasma was then transferred to cryo-vials and flash frozen. The injury-site tissue was collected in cold PBS and lightly minced with scissors in 500 μL of wash buffer before being replaced with 500 μL of lysis buffer (9.9 mL lysis buffer, 1 tablet Complete mini-EDTA free protease inhibitor [Sigma-Aldrich, 11836170001], 40 μL Factor 1, 20 μL Factor 2 from the cell lysis kit). Cells were lysed with 4 cycles of sonication, with the probe set to 50% at 5 seconds on and 10 seconds off (Thermo Fisher Scientific, Model 120 Sonic Dismemberator, 12337338). Samples were held on ice after 2 rounds of sonication. Samples were centrifuged at 4,500*g* for 10 minutes at 4°C. A Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225 and 23227) was used to determine protein concentration. All samples were processed using the Bio-Rad cell lysis kit (171-304011).

### Flow cytometry analysis of hematopoiesis.

Analysis of bone marrow and spleen hematopoietic cells were carried out as previously described (36–38). Briefly, following burn/tenotomy surgeries at 3- and 7-day time points, bone marrow and spleens were harvested for flow cytometry data collection. Bone marrow was flushed from both femurs with 3 mL ice-cold PBS and filtered through a 100 μm cell strainer. Spleens were mechanically dissociated through a 40 μm cell strainer with 5 mL of ice-cold PBS. For hematopoietic progenitors, 9 fluorophore-conjugated antibodies were used to sort for viability, erythroid, lymphoid and myeloid cells. The antibody master mixture contained c-kit 1:200 (eBiosciences, 47-1171-82, clone 2B8), Sca1 1:200 (BioLegend, 108114, clone D7), Lineage (CD2, 1:400 [BioLegend, 100112, clone RM2-5], CD3, 1:400 [Tonbo Biosciences, 20-0032-U100, clone 17A2], CD5 1:400 [BioLegend, 100626, clone 53-7.3], CD8a 1:400 [Tonbo Biosciences, 20-0081-U100, clone 53-6.7], B220/CD45R 1:400 [Tonbo Biosciences 20-0452-U100, clone RA3-6B2], Ter119 1:400 [Tonbo Biosciences, 20-5921-U100], and Gr1 1:400 [Tonbo Biosciences, 20-5931-U100]), LY6G 1:400 (BioLegend, 127627, clone 1A8), CD34 1:100 (eBiosciences, 11-0341-85, clone RAM34), CD16/32 1:200 (BioLegend,101333, clone 93), CD115 1:200 (Tonbo Biosciences, 50-1152-U100, clone AFS98), and propidium iodide (Thermo Fisher Scientific, BDB556463). For differentiated cells, the antibody master mixture included CD71 1:400 (eBiosciences, 11-0711-82, clone RI7 217.1.4), Ter119 1:200 (BioLegend, 116237), B220-CD3 1:200 (Tonbo Biosciences, 20-0452-U100, clone RA3-6B2), and Mac1 1:400 (eBiosciences, 47-0112-82, clone M1/70). Data were collected using a FACS Lyric (BD Biosciences).

### Neutrophil transplant studies.

Following histopaque-mediated neutrophil isolation from the HO site 7 days after burn/tenotomy in WT mice, cell membranes were labeled with the DiO Lipophilic Carbocyanine fluorescent green dye kit (Biotium, 60011). Labeled neutrophils were injected into *CD169-Cre;Rosa-tdTomato* (Riken). Following tail vein injection, mice were harvested for bone marrow and HO site as described above. Cells were stained with fluorophore-conjugate antibodies LY6G (Tonbo Biosciences, 60-1276-U100, clone 1A8) and CD11B (Thermo Fisher Scientific, 47-0112-82, clone M1/70).

### Isolation and in vitro stimulation of human neutrophils.

Human neutrophils were isolated according to standard techniques from acid citrate dextrose anticoagulated venous blood. Neutrophils were isolated using Hypaque-Ficoll density-gradient separation and dextran sedimentation followed by hypotonic lysis of erythrocytes as previously described (59, 60). Neutrophil purity is routinely monitored via cytospin and found to be > 98%. Freshly isolated neutrophils were incubated with specified stimuli at a neutrophil concentration of 5 ***×*** 10^6^/mL in HBSS containing 0.1 % glucose and 1% human serum albumin (assay buffer) for 4 hours tumbling in a 37°C/5 % CO_2_ incubator. Neutrophils were stimulated with either recombinant TNF-α (1 ng/mL for human, 25 ng/mL for mouse) or MRSA-CM prepared from *S*. *aureus* (100 ng/mL) as previously described (61). In addition, a control time 0 sample was collected by adding freshly isolated neutrophils to assay buffer and placing them immediately on ice. Conditioned media and neutrophil cell pellets were collected. For gene expression, pellets were resuspended in lysis buffer and stored at –80°C. For mass spectrometry, conditioned media and pellets were flash frozen and stored at –80°C.

### Histological analyses.

Hind limb samples were harvested at 7 days and 9 weeks after burn/tenotomy surgery. Samples were fixed in 4% paraformaldehyde (PFA) for 24 hours at 4°C, washed with PBS, and decalcified using 14% EDTA for 4–5 weeks. Tissue was then either embedded in optimal cutting temperature media (Sakura) or sent to the histology core at UTSW for paraffin embedding. Cryosections were sectioned at a thickness of 35 μm and imaged for neutrophil transplantation studies. Paraffin sections were cut at a thickness of 6 μm and stained for H&E or anti-KI67 (R&D systems, AF7649).

RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (ACD Biosciences) was used for RNA in situ hybridization. The injury area was collected from mice 7 days after burn/tenotomy and fixed in PFA. Sagittal sections were collected at 12 μm onto Fisher SuperFrost Microscope slides. Two slides were used for RNAscope staining. AIF-C2 (ACD Biosciences, 319141-C2), Acod1-C1 (ACD Biosciences, 450241), and S01008-C3 (ACD Biosciences, 478511-C3) markers were used with correlated Akoya Biosciences Opal Dye 520 (NC1601877) and 690 (NC1605064) and Fisher Scientific Opal 570 Reagent Pack (NC1601878), respectively.

### μ-CT.

μ-CT images were taken at the University of Texas Southwestern using a Mediso USA nano Scan PET/CT system. The scanning parameters were max zoom with 720 helical projections with x-ray power of 70 kV at 980 μA, an exposure time of 300 ms, and a voxel size of 45 μm^3^. Scans were analyzed using Dragonfly ORS by a blinded operator manually scoring ectopic bone at a single threshold of 800 Hounsfield unit. In addition to total ectopic bone, results were further subdivided between “bone-associated” ectopic bone contiguous with the calcaneus and “floating” bone proximal to the calcaneus.

### Statistics.

Statistical analyses were performed using GraphPad Prism (v9) or the *R* package *ggpubr*. A 2-tailed Student’s *t* test or 2-way ANOVA followed by Tukey’s multiple-comparison test was used to evaluate statistical significance. *P* values less than 0.05 were considered statistically significant.

### Study approval.

All animal experiments described were approved by the IACUC at the University of Texas at Southwestern (Animal Protocol Number [APN] 2021-103130, 2020-102949). This study was carried out in strict accordance with the guidelines provided in the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Human neutrophils were isolated from healthy consenting adults following written informed consent and in accordance with a protocol approved by the IRB for Human Subjects at the University of Texas Southwestern Medical Center.

### Data availability.

scRNA-Seq data generated for this study has been deposited in the Gene Expression Omnibus (GEO) database and is freely available under the accession code GSE221134. Individual data points are available in the Supporting Data Values file.

## Author contributions

Conception or design of the work was contributed by RJT and BL; data collection was contributed by JLC, SOG, JSH, NV, ARH, and RJT; data analysis and interpretation were contributed by JLC, SOG, SC, LG, CJ, LX, GH, JGM, RJT, and BL; drafting the article was contributed by RJT; and critical revision of the article was contributed by BL. All authors approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-5

Supporting data values

## Figures and Tables

**Figure 1:**
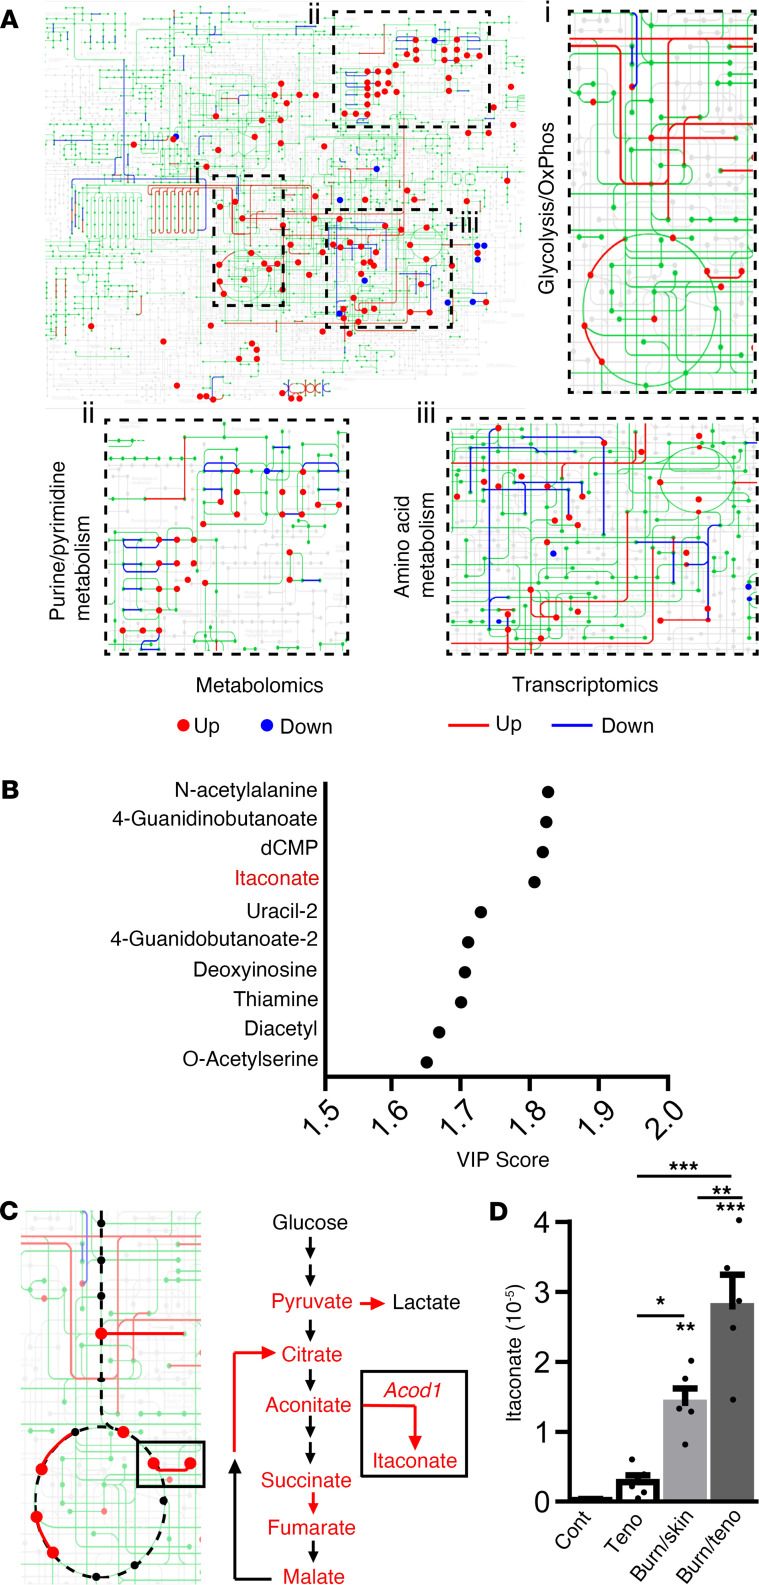
Metabolic analysis shows itaconate accumulation following burn/tenotomy. (**A**) Metabolomics (dots) and transcriptomic (22) (lines) analysis conducted on the tendon injury site mapped on to “Metabolic Pathways” KEGG schematic (green). Colors denote increased (red) and decreased (blue) abundance in injury sites 7 days after burn/tenotomy relative to uninjured controls. Highly regulated regions, including glycolysis/OxPhos (region i), purine/pyrimidine metabolism (region ii), and amino acid metabolism (region iii), are expanded for clarity. (**B**) Top 10 differentially enriched metabolites within the Achilles tendon region from uninjured control, tenotomy, burn/skin incision, and burn/tenotomy. (**C**) Glycolysis/TCA cycle pathways with relevant components shown on right. Red denotes increased metabolites (text) and enzyme expression (arrows). (**D**) Itaconate abundance within each injury condition. *n* = 5. Data are shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, determined by 2-way ANOVA followed by Tukey’s multiple-comparison test, relative to uninjured controls unless otherwise noted.

**Figure 2:**
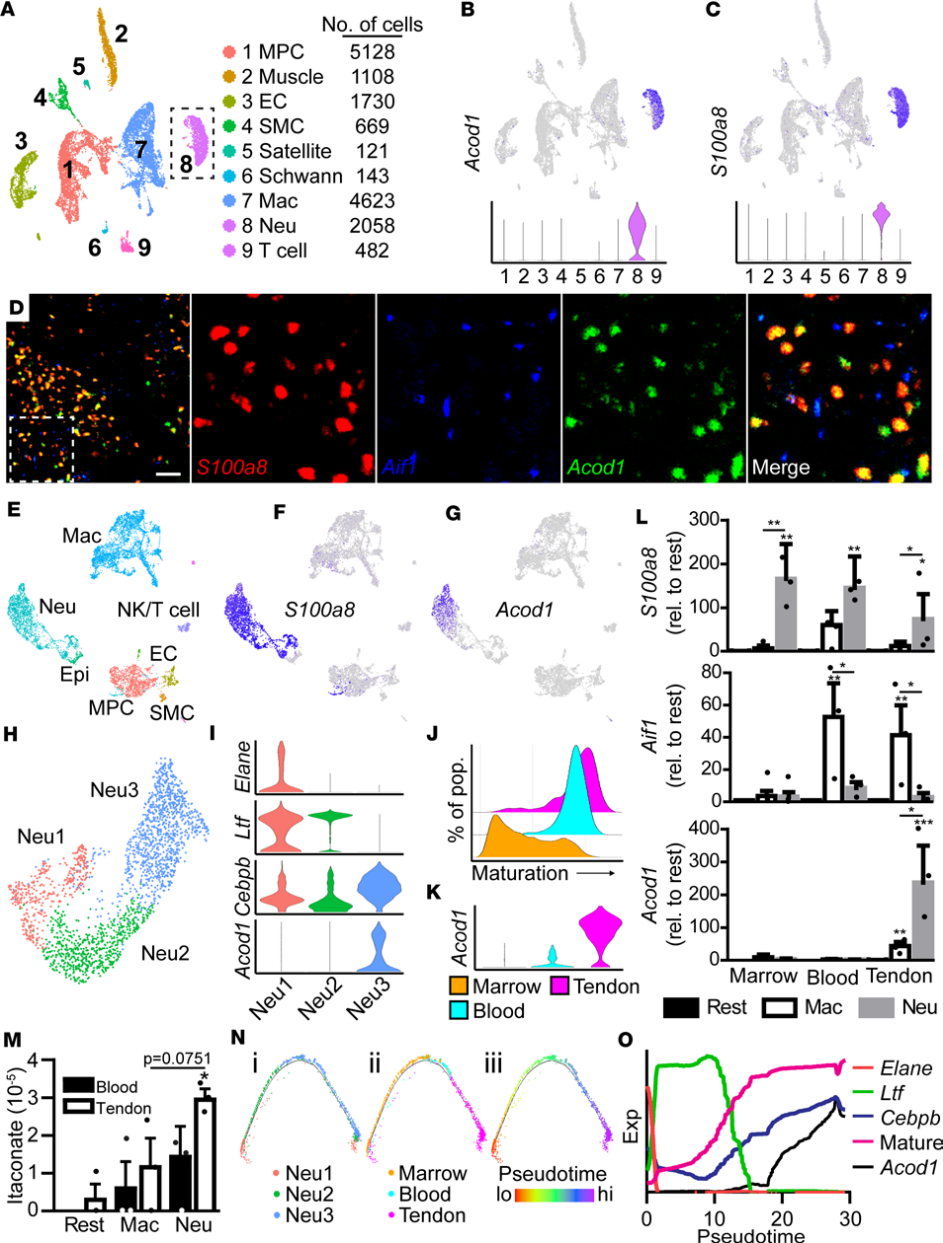
Itaconate is produced by a subset of highly mature neutrophils within the HO injury site. (**A**) UMAP of scRNA-Seq data obtained from the tendon injury area 7 days after burn/tenotomy (62). Dashed box denotes neutrophil cluster. (**B**) Feature plot of *Acod1* expression. (**C**) Feature plot of the neutrophil marker *S100a8*. (**D**) RNAscope of the injured tendon region stained for *Acod1*, as well as for neutrophils (*S100a8*) and macrophages (*Aif1*). Scale bar: 50 µm. (**E**) UMAP of scRNA-Seq data obtained from the bone marrow, blood, and tendon injury site after burn/tenotomy surgery. (**F**) Feature plot of the neutrophil marker *S100a8*. (**G**). Feature plot of *Acod1*. (**H**) UMAP of subclustered neutrophils. (**I**) Expression of *Acod1* and markers of early (*Elane*), middle (*Ltf*), and late-stage (*Cebpb*) neutrophils. (**J**) Ridge plot of neutrophil maturation clustered by physiological site of origin. (**K**) Expression of *Acod1* in neutrophils clustered by site of origin. (**L**) Expression of *Acod1* as well as neutrophil (*S100a8*) and macrophage (*Aif1*) markers in cells fractionated into neutrophils, macrophages, and “rest” from the bone marrow, blood, and tendon injury site. *n* = 4/site. (**M**) Levels of itaconate in neutrophils, macrophages, and “rest” isolated from the blood or tendon injury site. (**N**) Trajectory analysis of neutrophils colored by neutrophil subcluster (region i), site of origin (region ii), or pseudotime (region iii). (**O**) Expression pattern of early (*Elane*), middle (*Ltf*), and late-stage (*Cebpb*) neutrophil markers, overall maturation score, and *Acod1* expression across neutrophil trajectory pseudotime. Data are shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, determined by 2-way ANOVA followed by Tukey’s multiple-comparison test, relative to tendon injury site “rest” unless otherwise noted.

**Figure 3:**
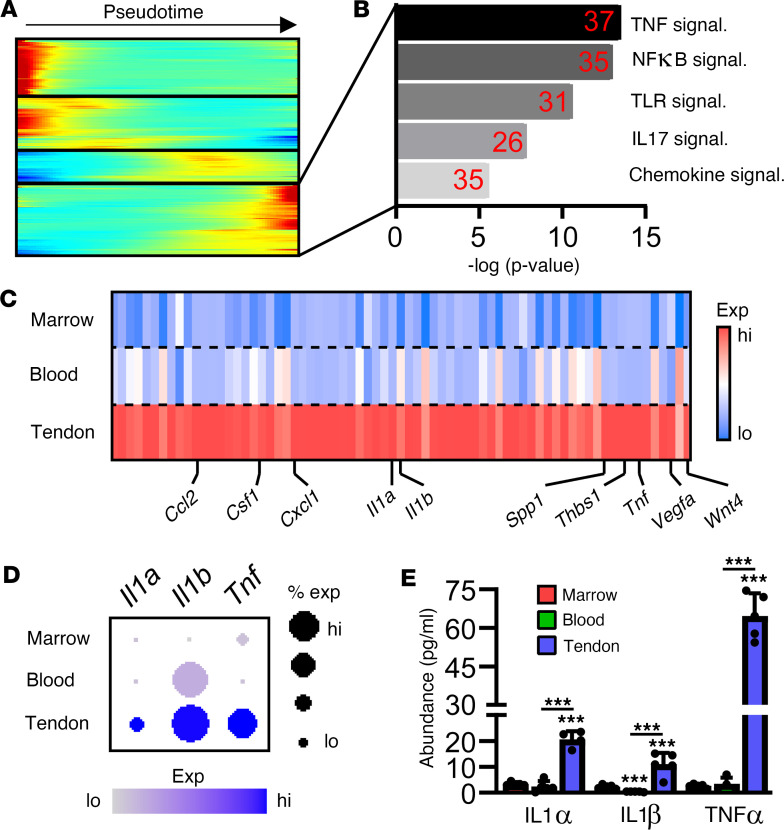
Mature neutrophils within the HO-forming injury site contribute to prolonged local inflammation. (**A**) Expression profile of genes differentially expressed across neutrophil pseudotime. (**B**) Pathway analysis of pseudotime DEGs enriched with the terminal neutrophil stage. Red numbers denote number of differentially expressed genes found within each pathway. (**C**) Heatmap showing expression of terminal neutrophil genes by pseudotime, clustered by site of origin. (**D**) Expression of indicated genes within neutrophils derived from different sites. (**E**) Indicated protein abundance within the bone marrow, blood, and HO site. *n* = 5. Data are shown as mean ± SD. ***P < 0.001, determined by 1-way ANOVA followed by Tukey’s multiple-comparison test, relative to bone marrow unless otherwise noted.

**Figure 4:**
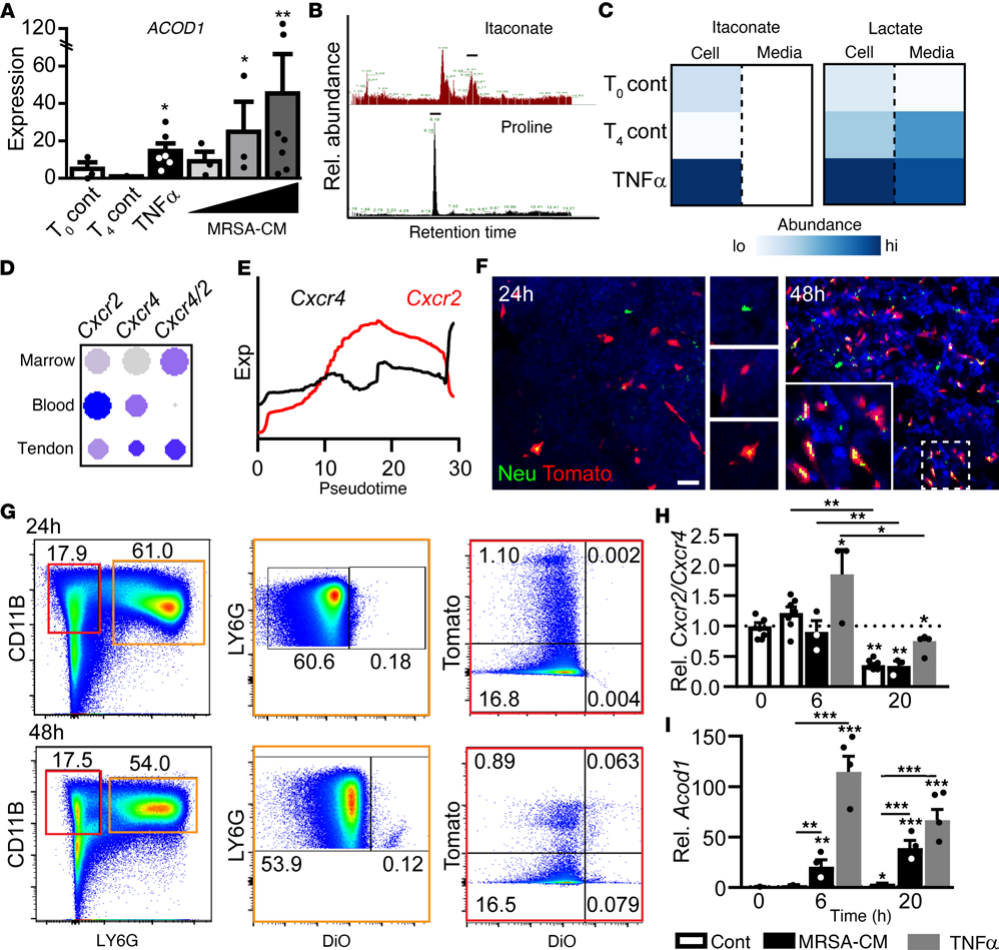
Itaconate produced by stimulated neutrophils is delivered to the bone marrow. (**A**) Expression of *ACOD1* in human neutrophils isolated from peripheral blood and stimulated with TNF-α or varying doses of a cell membrane preparation from *S*. *aureus* (MRSA-CM). (**B**) Metabolomic profiling of itaconate in stimulated neutrophils. Proline is shown as a control. (**C**) Itaconate and lactate levels in cell bodies and conditioned media from freshly isolated, unstimulated, and TNF-α–stimulated human neutrophils. (**D**) Dot plot of *Cxcr2* and *Cxcr4* across different anatomical sites. (**E**) Expression of *Cxcr2* and *Cxcr4* across neutrophil pseudotime. (**F**) Confocal image of bone marrow from *Cd169/Tomato* mice showing injury-site neutrophils harvested from donor mice and dyed using a membrane label following i.v. injection (green) and Tomato^+^ macrophages (red) at indicated time points after injection. Scale bar: 25 μm. (**G**) Flow analysis of neutrophils and monocytes/macrophages from *Cd169/Tomato* mouse bone marrow injected i.v. with membrane-labeled neutrophils at indicated time points after injection. (**H**) *Cxcr2/Cxcr4* ratio assessed by qPCR of neutrophils in vitro cultured with or without stimulation with TNF-α or MRSA-CM. Dotted line denotes a 1:1 ratio of *Cxcr2* and *Cxcr4* transcripts. (**I**) Relative expression of *Acod1* assessed by qPCR in cultured neutrophils with or without TNF-α or MRSA-CM stimulation. Data are shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, determined by 2-way ANOVA followed by Tukey’s multiple-comparison test, relative to time 4 hours after stimulation (T_4_) unstimulated controls (**A**) or t_0_ (**H** and **I**) unless otherwise stated.

**Figure 5:**
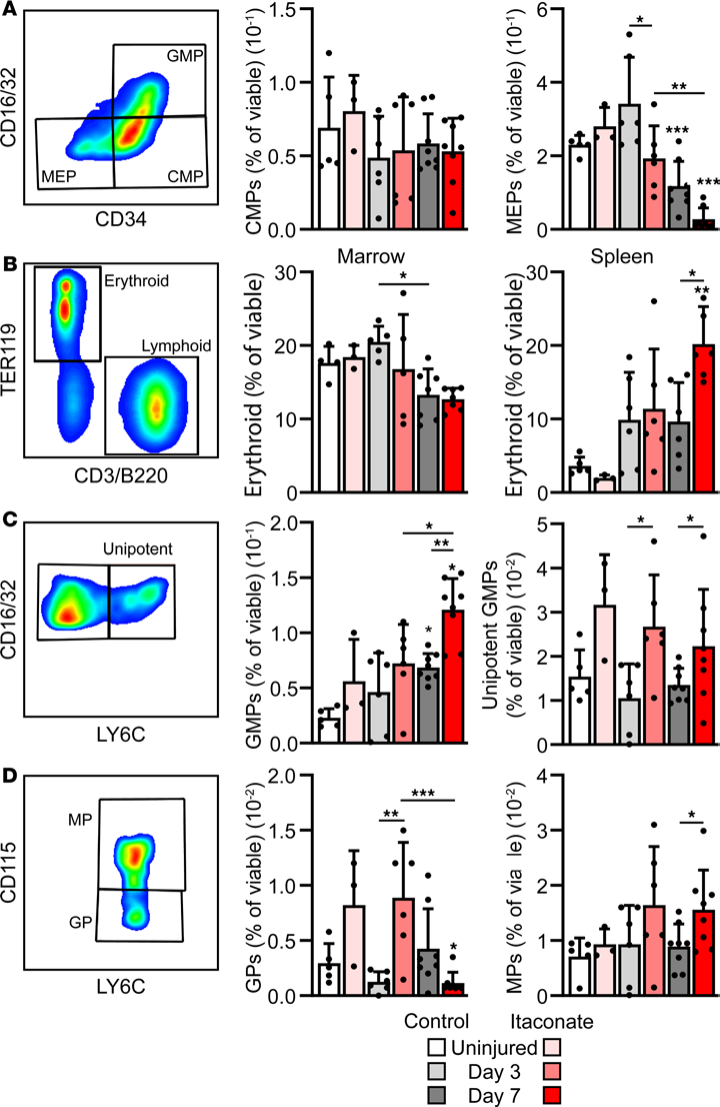
Treatment with exogenous itaconate alters bone marrow hematopoiesis. (**A**) Flow analysis of bone marrow progenitors from uninjured mice, as well as mice 3 and 7 days after burn/tenotomy with or without treatment with exogenous itaconate. (**B**) Flow analysis of bone marrow and spleen erythrocytes. (**C**) Flow analysis of total (from **A**) and unipotent bone marrow myeloid/granulocyte progenitors. (**D**) Flow analysis of granulocyte and monocyte progenitors. Data are shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, determined by 2-way ANOVA followed by Tukey’s multiple-comparison test, relative to uninjured saline controls unless otherwise denoted.

**Figure 6:**
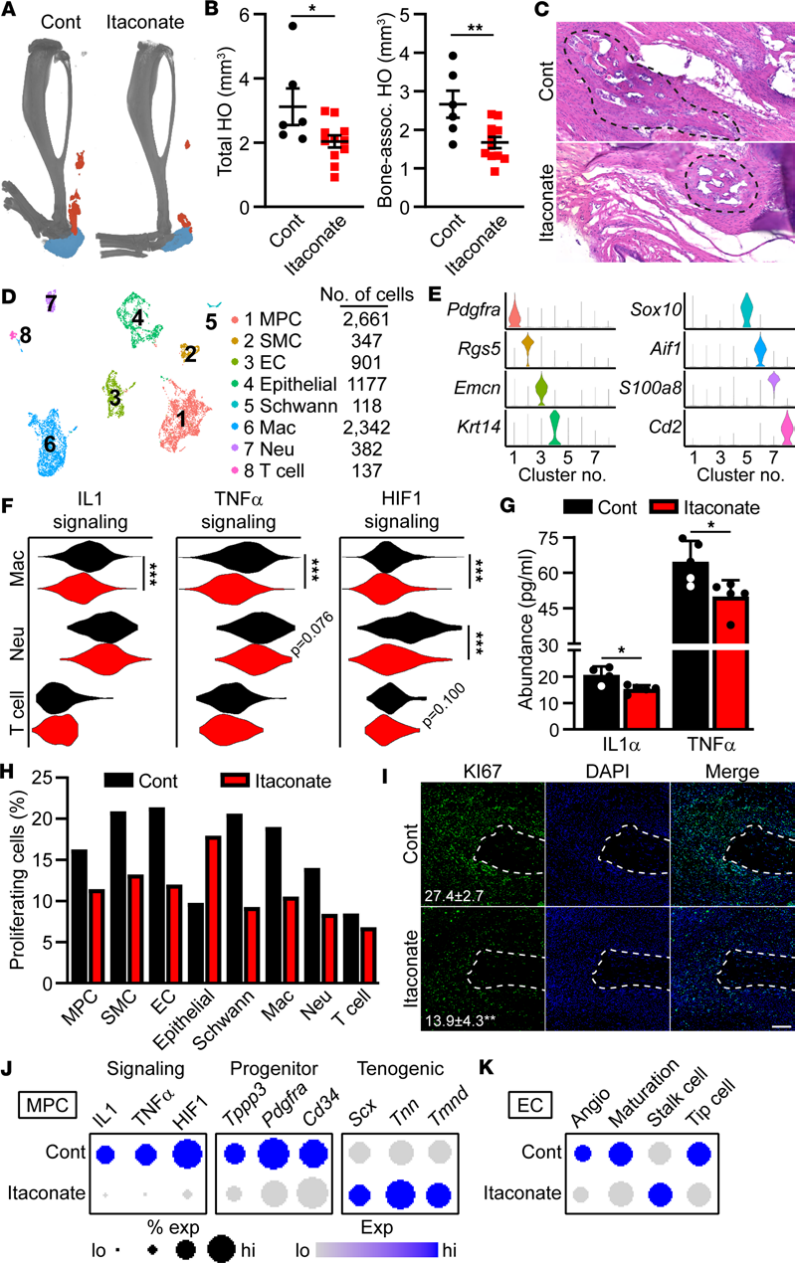
Therapeutic delivery of itaconate mitigates HO formation and progression. (**A**) Representative μ-CT at 9 weeks after burn/tenotomy in mice treated with itaconate or saline control. Heterotopic bone is highlighted in blue (bone-associated) and orange (tendon-associated). (**B**) Quantification of total and bone-associated HO formation by μ-CT. *n* = 6–11 per treatment group. (**C**) H&E of HO sites 9 weeks after burn/tenotomy injury. Dotted lines denote region of HO. (**D**) UMAP of scRNA-Seq data isolated from the tendon injury site of mice treated with itaconate and saline controls. (**E**) Marker genes used to identify cell clusters. (**F**) Module scores of indicated inflammatory pathways within immune cell populations. (**G**) Luminex analysis of protein concentrations within the tendon injury area. (**H**) Percent of scRNA-Seq cells predicted to be proliferating. *n* = 5/treatment. (**I**) Immunofluorescence of KI67 in burn/tenotomy mice 7 days after injury treated with either saline control or itaconate. Dotted line denotes severed Achilles tendon end. Scale bar: 100 µm. (**J**) Expression of genes involved in inflammatory signaling (left) or of markers for more progenitor (middle) or mature (right) tenogenic cells within the MPC cluster. (**K**) Module scores for terms linked to angiogenesis and vessel maturation within the endothelial cell cluster. Data are shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, determined by nonparametric 2-tailed *t* test (**B**, **G**, and **I**), Wilcoxon test (**F**), or 2-way ANOVA followed by Tukey’s multiple-comparison test (**G**), relative to saline controls.

## References

[1] Medzhitov R (2010). Inflammation 2010: new adventures of an old flame. Cell.

[2] Osuka A (2014). Immune response to traumatic injury: harmony and discordance of immune system homeostasis. Acute Med Surg.

[3] Sorkin M (2020). Regulation of heterotopic ossification by monocytes in a mouse model of aberrant wound healing. Nat Commun.

[4] Brown KV (2010). Comparison of development of heterotopic ossification in injured US and UK Armed Services personnel with combat-related amputations: preliminary findings and hypotheses regarding causality. J Trauma.

[5] Ranganathan K (2015). Heterotopic ossification: basic-science principles and clinical correlates. J Bone Joint Surg Am.

[6] Pavey GJ (2015). What risk factors predict recurrence of heterotopic ossification after excision in combat-related amputations?. Clin Orthop Relat Res.

[7] Levi B (2015). Risk factors for the development of heterotopic ossification in seriously burned adults: a National Institute on Disability, Independent Living and Rehabilitation Research burn model system database analysis. J Trauma Acute Care Surg.

[8] Rosales C (2018). Neutrophil: a cell with many roles in inflammation or several cell types?. Front Physiol.

[9] Xie X (2020). Single-cell transcriptome profiling reveals neutrophil heterogeneity in homeostasis and infection. Nat Immunol.

[10] Wang J (2018). Neutrophils in tissue injury and repair. Cell Tissue Res.

[11] Tsuda Y (2004). Three different neutrophil subsets exhibited in mice with different susceptibilities to infection by methicillin-resistant Staphylococcus aureus. Immunity.

[12] Bratton DL, Henson PM (2011). Neutrophil clearance: when the party is over, clean-up begins. Trends Immunol.

[13] Hidalgo A (2019). The neutrophil life cycle. Trends Immunol.

[14] Cossio I (2019). Neutrophils as regulators of the hematopoietic niche. Blood.

[15] Casanova-Acebes M (2013). Rhythmic modulation of the hematopoietic niche through neutrophil clearance. Cell.

[16] Frisch BJ (2019). Aged marrow macrophages expand platelet-biased hematopoietic stem cells via interleukin-1B. JCI Insight.

[17] Tower RJ (2022). Spatial transcriptomics reveals metabolic changes underly age-dependent declines in digit regeneration. Elife.

[18] Shen LY (2022). Bioenergetic metabolism in osteoblast differentiation. Curr Osteoporos Rep.

[19] Zhang K (2018). Modulating glucose metabolism and lactate synthesis in injured mouse tendons: treatment with dichloroacetate, a lactate synthesis inhibitor, improves tendon healing. Am J Sports Med.

[20] Evans WJ, Cannon JG (1991). The metabolic effects of exercise-induced muscle damage. Exerc Sport Sci Rev.

[21] Peterson JR (2014). Treatment of heterotopic ossification through remote ATP hydrolysis. Sci Transl Med.

[22] Pagani CA (2021). Novel lineage-tracing system to identify site-specific ectopic bone precursor cells. Stem Cell Reports.

[23] O’Neill LAJ, Artyomov MN (2019). Itaconate: the poster child of metabolic reprogramming in macrophage function. Nat Rev Immunol.

[24] Li RD (2020). Itaconate: a metabolite regulates inflammation response and oxidative stress. Oxid Med Cell Longev.

[25] Lampropoulou V (2016). Itaconate links inhibition of succinate dehydrogenase with macrophage metabolic remodeling and regulation of inflammation. Cell Metab.

[26] Patel NK (2022). Macrophage TGF-β signaling is critical for wound healing with heterotopic ossification after trauma. JCI Insight.

[27] Xu J (2022). NGF-p75 signaling coordinates skeletal cell migration during bone repair. Sci Adv.

[28] Larouche JA (2022). Neutrophil and natural killer cell imbalances prevent muscle stem cell-mediated regeneration following murine volumetric muscle loss. Proc Natl Acad Sci U S A.

[29] He RY (2022). Itaconate inhibits ferroptosis of macrophage via Nrf2 pathways against sepsis-induced acute lung injury. Cell Death Discov.

[30] Tomlinson KL (2023). Staphylococcus aureus stimulates neutrophil itaconate production that suppresses the oxidative burst. Cell Rep.

[31] Agarwal S (2019). Disruption of neutrophil extracellular traps (NETs) links mechanical strain to post-traumatic inflammation. Front Immunol.

[32] Nunez JH Neutrophil and NETosis modulation in traumatic heterotopic ossification. Ann Surg.

[33] Karasawa K (2015). Vascular-resident CD169-positive monocytes and macrophages control neutrophil accumulation in the kidney with ischemia-reperfusion injury. J Am Soc Nephrol.

[34] Gupta P (2016). Tissue-resident CD169(+) macrophages form a crucial front line against plasmodium infection. Cell Rep.

[35] Grieshaber-Bouyer R (2021). The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments. Nat Commun.

[36] Akashi K (2000). A clonogenic common myeloid progenitor that gives rise to all myeloid lineages. Nature.

[37] Comazzetto S (2019). Restricted hematopoietic progenitors and erythropoiesis require SCF from leptin receptor plus niche cells in the bone marrow. Cell Stem Cell.

[38] Yanez A (2015). IRF8 acts in lineage-committed rather than oligopotent progenitors to control neutrophil vs monocyte production. Blood.

[39] Abram CL (2014). Comparative analysis of the efficiency and specificity of myeloid-Cre deleting strains using ROSA-EYFP reporter mice. J Immunol Methods.

[40] Runtsch MC (2022). Itaconate and itaconate derivatives target JAK1 to suppress alternative activation of macrophages. Cell Metab.

[41] Mills EL (2018). Itaconate is an anti-inflammatory metabolite that activates Nrf2 via alkylation of KEAP1. Nature.

[42] Ryan DG (2022). Nrf2 activation reprograms macrophage intermediary metabolism and suppresses the type I interferon response. iScience.

[43] Krzyszczyk P (2018). The role of macrophages in acute and chronic wound healing and interventions to promote pro-wound healing phenotypes. Front Physiol.

[44] Mulder PPG (2022). Burn-induced local and systemic immune response: systematic review and meta-analysis of animal studies. J Invest Dermatol.

[45] Nathan C (2006). Neutrophils and immunity: challenges and opportunities. Nat Rev Immunol.

[46] Wilgus TA (2013). Neutrophils and wound repair: positive actions and negative reactions. Adv Wound Care (New Rochelle).

[47] Brostjan C, Oehler R (2020). The role of neutrophil death in chronic inflammation and cancer. Cell Death Discov.

[48] Kelly B, O’Neill LAJ (2015). Metabolic reprogramming in macrophages and dendritic cells in innate immunity. Cell Res.

[49] Boxio R (2004). Mouse bone marrow contains large numbers of functionally competent neutrophils. J Leukoc Biol.

[50] De Filippo K, Rankin SM (2018). CXCR4, the master regulator of neutrophil trafficking in homeostasis and disease. Eur J Clin Invest.

[51] Furze RC, Rankin SM (2008). The role of the bone marrow in neutrophil clearance under homeostatic conditions in the mouse. FASEB J.

[52] Wang J (2017). Visualizing the function and fate of neutrophils in sterile injury and repair. Science.

[53] Lee S (2021). NGF-TrkA signaling dictates neural ingrowth and aberrant osteochondral differentiation after soft tissue trauma. Nat Commun.

[54] DeVilbiss AW (2021). Metabolomic profiling of rare cell populations isolated by flow cytometry from tissues. Elife.

[55] Tasdogan A (2020). Metabolic heterogeneity confers differences in melanoma metastatic potential. Nature.

[56] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[57] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat Commun.

[58] Cheng J (2021). Inferring microenvironmental regulation of gene expression from single-cell RNA sequencing data using scMLnet with an application to COVID-19. Brief Bioinform.

[59] Nauseef WM (2014). Isolation of human neutrophils from venous blood. Methods Mol Biol.

[60] Kuhns DB (2015). Isolation and functional analysis of human neutrophils. Curr Protoc Immunol.

[61] Hook JS (2021). Lipoproteins from Staphylococcus aureus drive neutrophil extracellular trap formation in a TLR2/1- and PAD-dependent manner. J Immunol.

[62] Huber AK (2020). Immobilization after injury alters extracellular matrix and stem cell fate. J Clin Invest.

# Supplementary material for: Itaconate-producing neutrophils regulate local and systemic inflammation following trauma
**Source:** JCI Insight. 2023 Oct 23;8(20):e169208. doi: 10.1172/jci.insight.169208
**Supplement:** Supplemental data

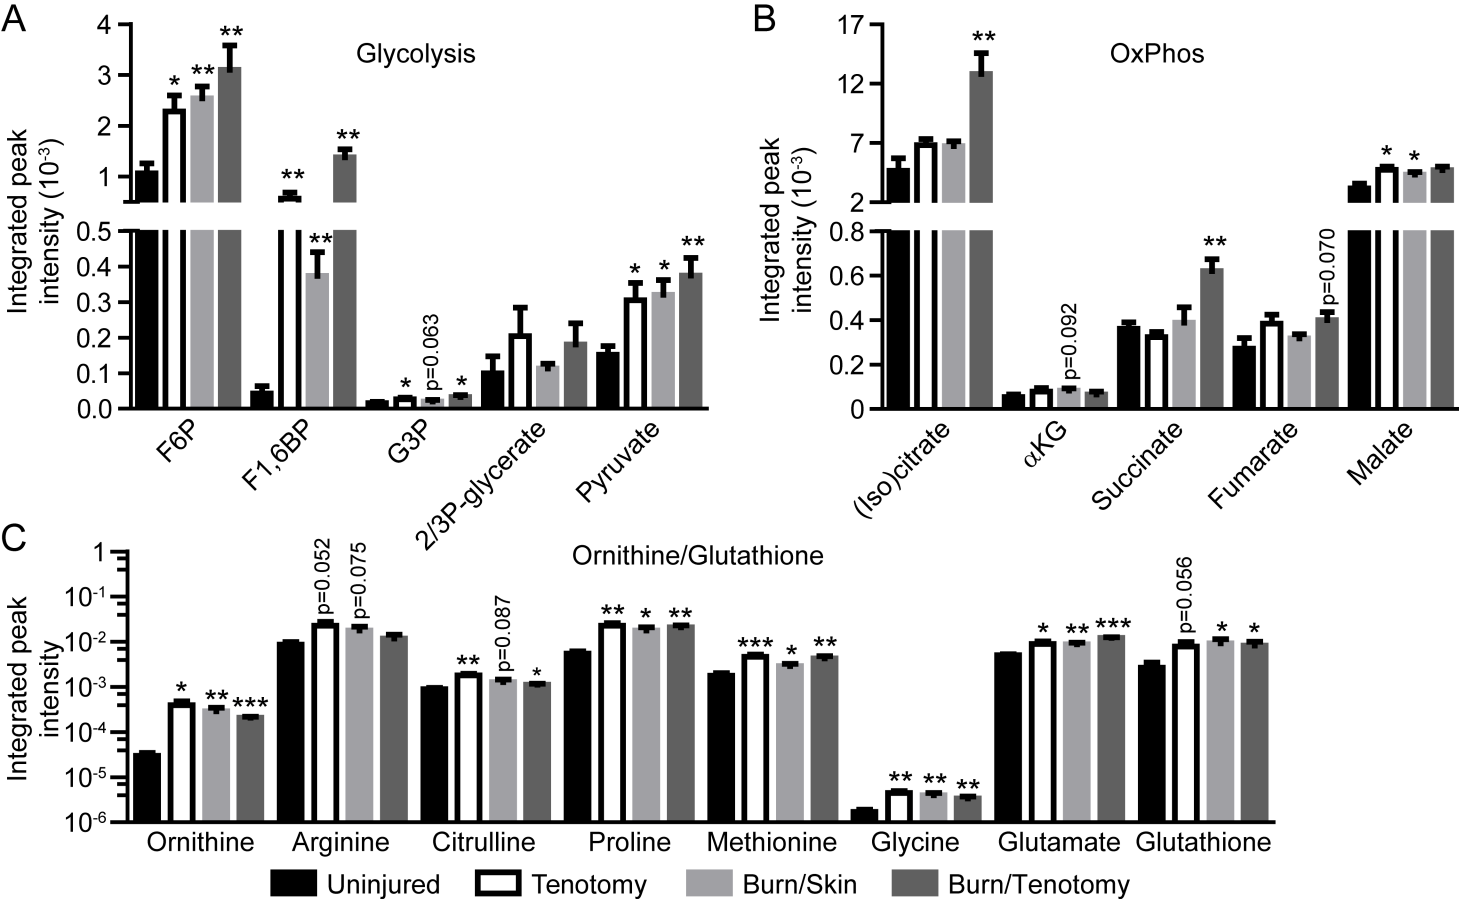

Figure S1

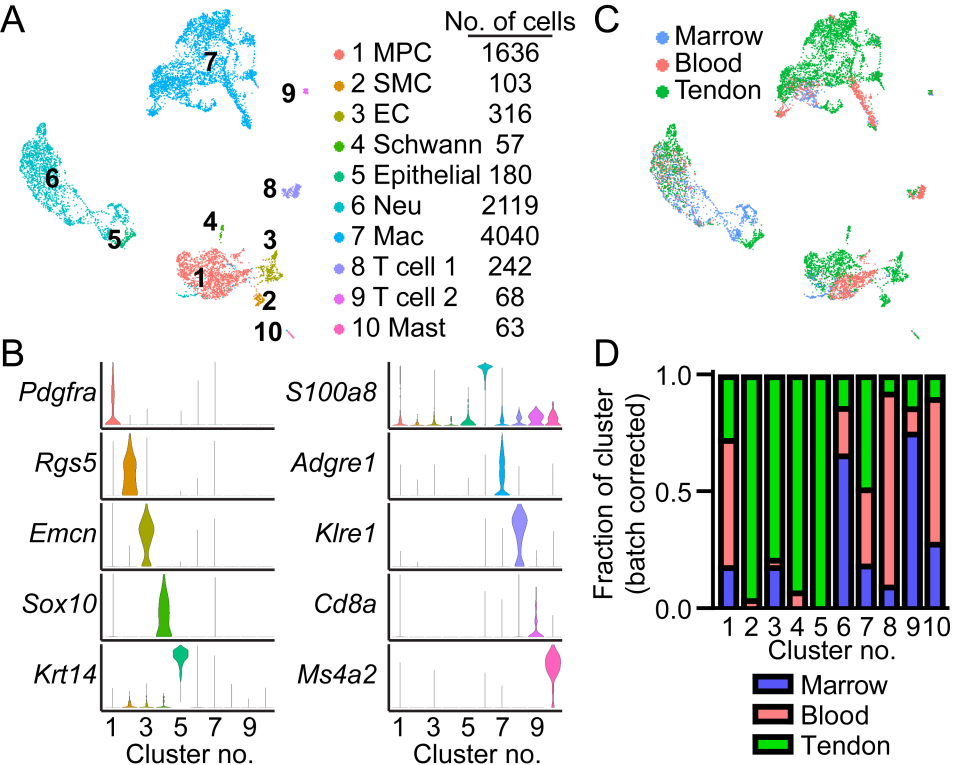

Figure S2

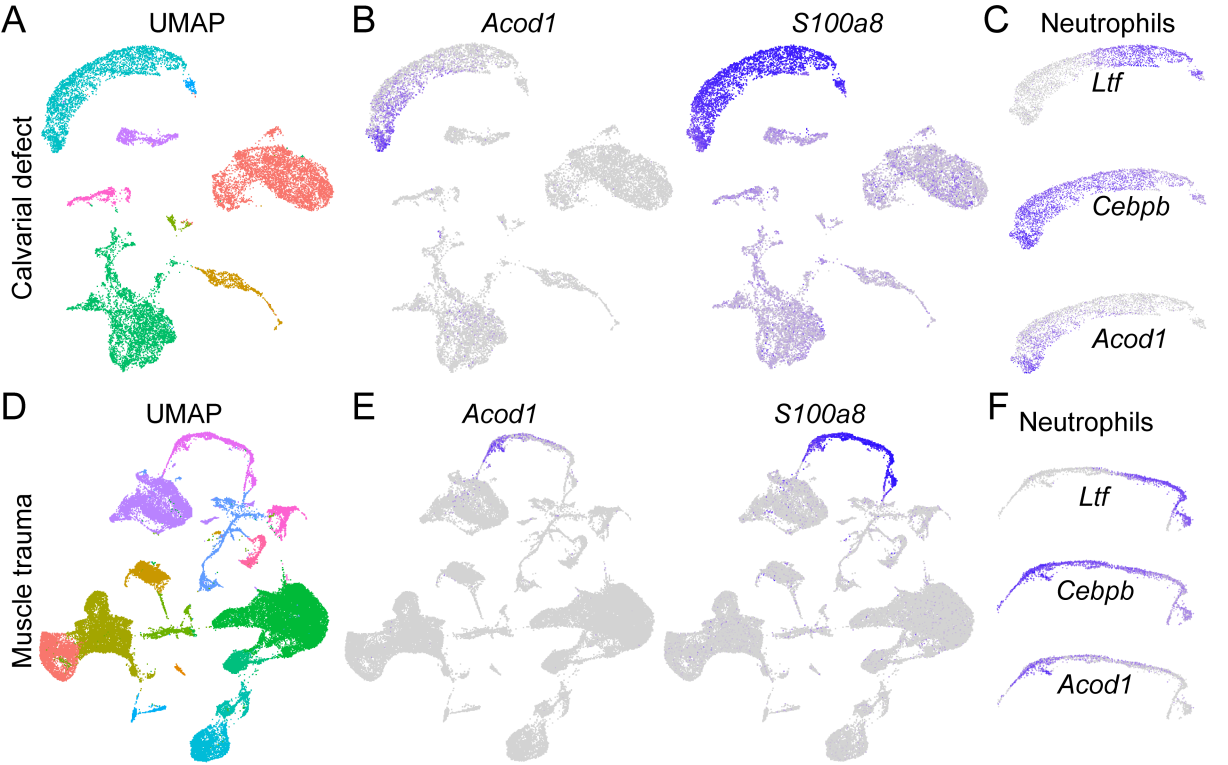

Figure S3

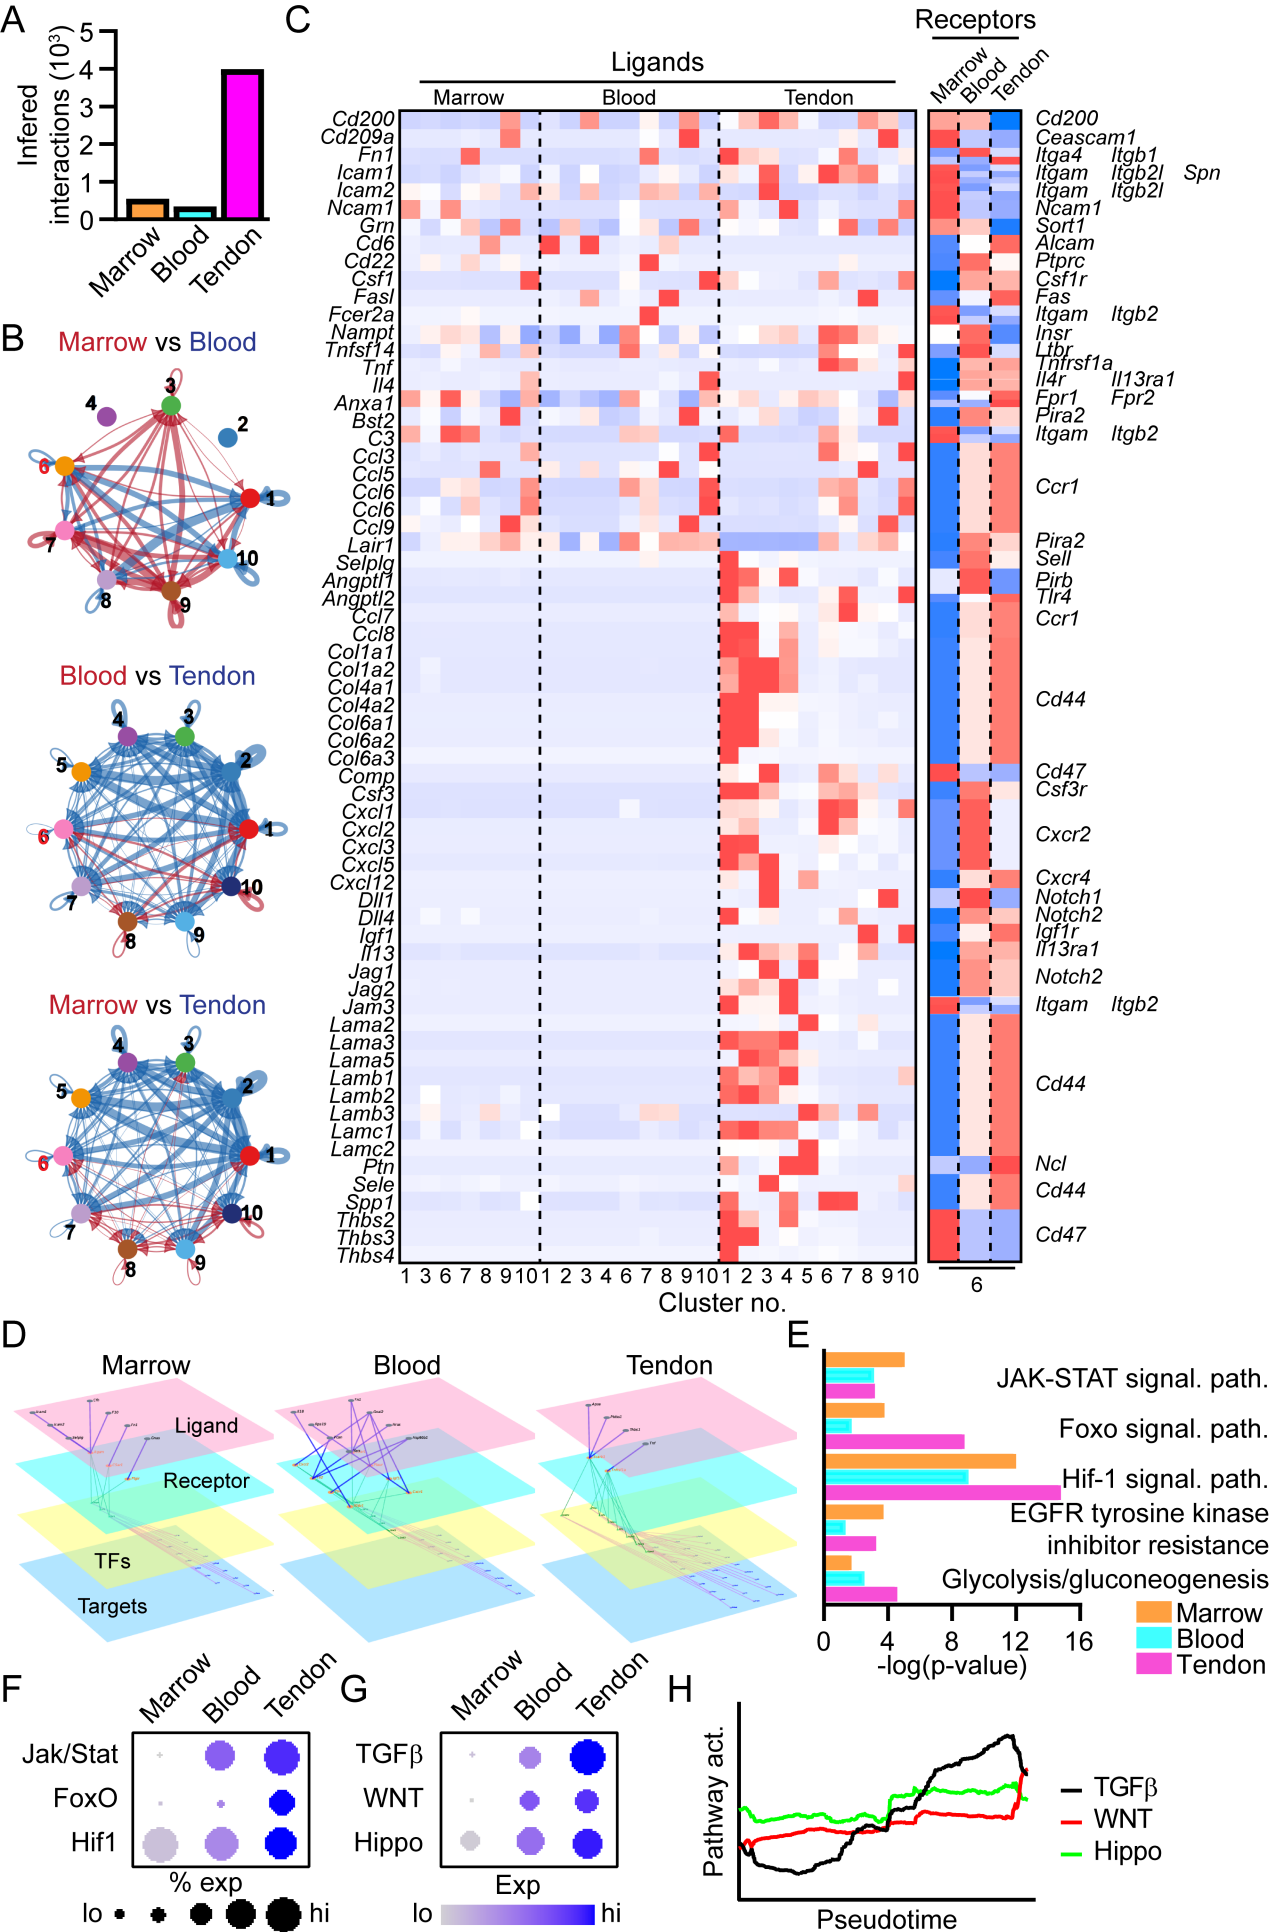

Figure S4

A

Neutrophils

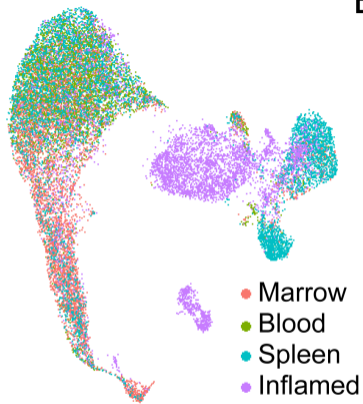

B

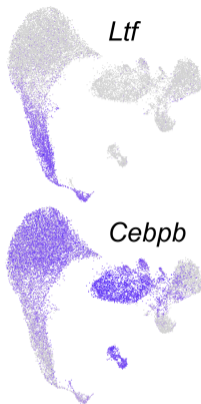

C

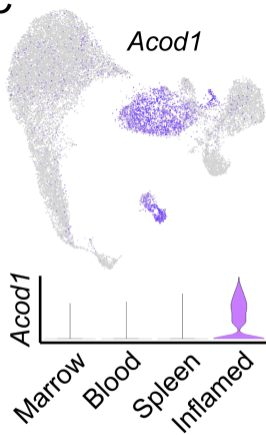

Figure S6

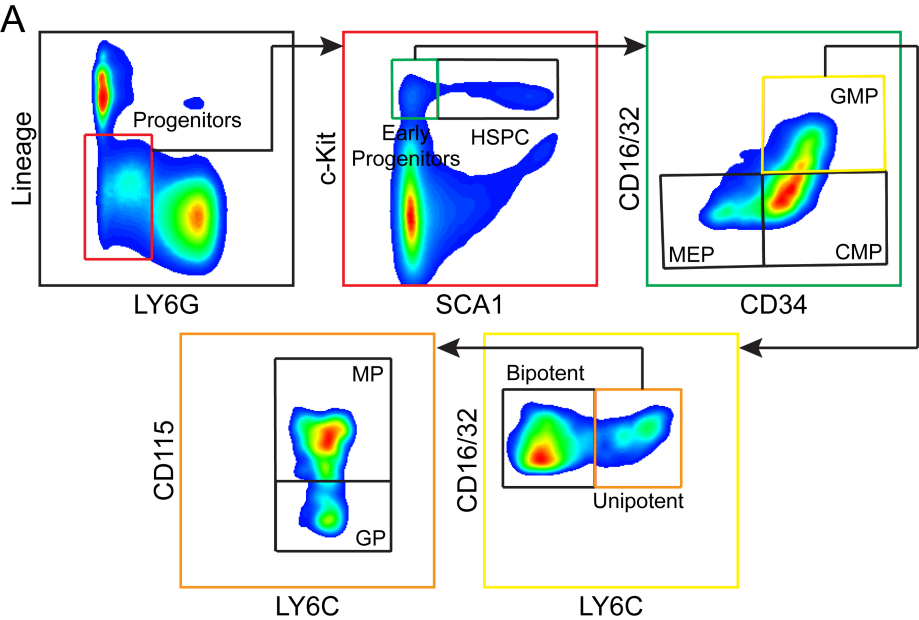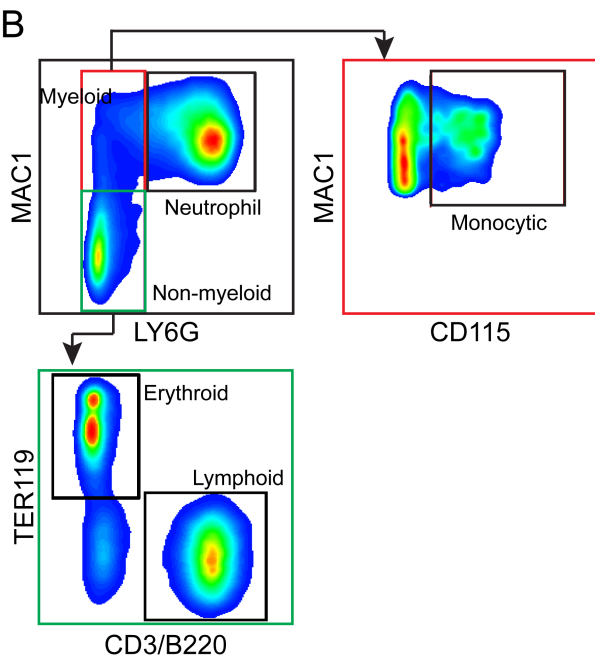

Figure S7

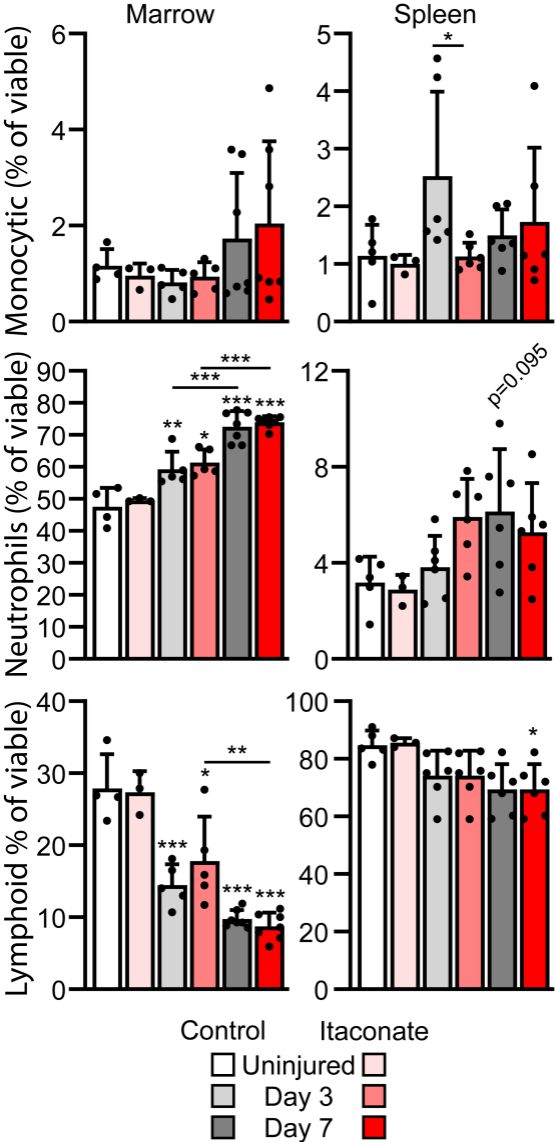

Figure S8

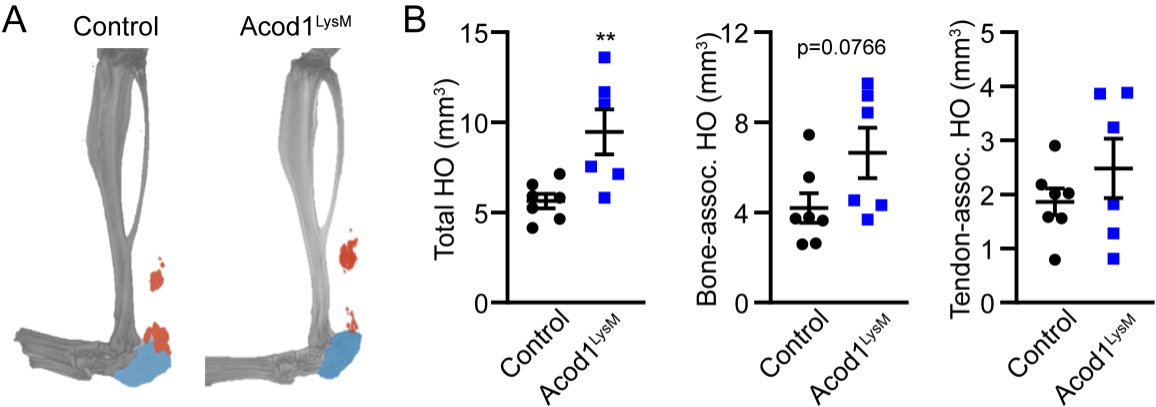

Control

Itaconate

H&E

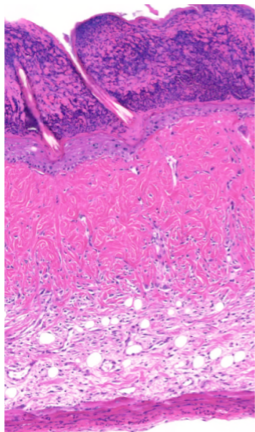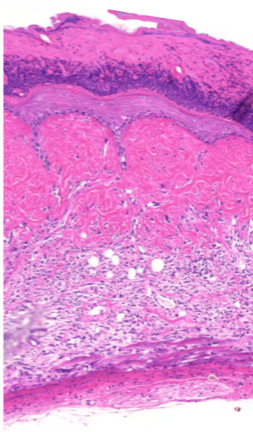

Trichrome

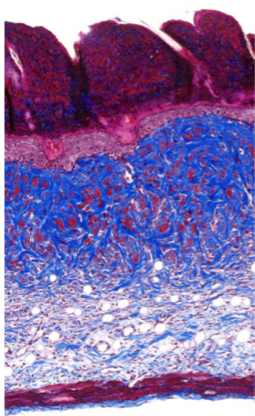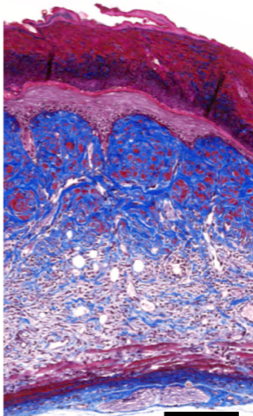

Figure S10

# Supplementary material for: Itaconate-producing neutrophils regulate local and systemic inflammation following trauma
**Source:** JCI Insight. 2023 Oct 23;8(20):e169208. doi: 10.1172/jci.insight.169208
**Supplement:** Supplemental tables 1-5

Table S1 Cluster-specific DEGs across combined day 3 data set.

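Over the 1984 neutrophil-like cells of the 3 libraries, S100a8 had a UMI in 99.6% of cells, and the paper's reported value for its neutrophil cluster is 98.7%. Cxcr2 was found in 91.1% of cells, with 88.6% in the paper's table, and Ltf in 52.7%, with 48.7% in the paper's table. Il1b, the interleukin-1β gene, was found in 42.9% of cells against the paper's 48.0%. Acod1 was reported by the paper in 35.3% of its neutrophil cluster. The clusters were rebuilt here and the cells of a class need not be those of the paper's cluster. The paper's cluster was taken by its label in the table, in which a cluster labeled MPC lists Cd3d and Elane, so the labels are in some doubt.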

|            |           |       |       |       |           |    |
|------------|-----------|-------|-------|-------|-----------|----|
| Lat        | 6.00E-12  | ##### | 0.333 | 0.084 | 1.00E-07  | 10 |
| Rpl17      | 5.79E-08  | ##### | 1     | 0.984 | #####     | 10 |
| Pkp3       | 2.27E-08  | ##### | 0.349 | 0.12  | #####     | 10 |
| Alox8      | 7.93E-141 | ##### | 0.175 | 0.002 | 1.33E-136 | 10 |
| Rps6ka5    | 1.71E-07  | ##### | 0.27  | 0.093 | #####     | 10 |
| Slain1     | 1.41E-19  | ##### | 0.206 | 0.025 | 2.36E-15  | 10 |
| Arhgap6    | 1.87E-10  | ##### | 0.254 | 0.064 | 3.12E-06  | 10 |
| Acss1      | 2.09E-09  | ##### | 0.238 | 0.061 | 3.50E-05  | 10 |
| Siglecf    | 1.93E-21  | ##### | 0.206 | 0.023 | 3.22E-17  | 10 |
| Ccdc62     | 6.24E-14  | ##### | 0.159 | 0.021 | 1.04E-09  | 10 |
| Enpp4      | 5.23E-08  | ##### | 0.238 | 0.071 | #####     | 10 |
| Otub2      | 3.59E-38  | ##### | 0.159 | 0.008 | 6.01E-34  | 10 |
| Rps24      | 1.83E-08  | ##### | 0.984 | 0.974 | #####     | 10 |
| Dtnb       | 1.22E-08  | ##### | 0.254 | 0.075 | #####     | 10 |
| Itgb3      | 2.48E-07  | ##### | 0.222 | 0.067 | #####     | 10 |
| C030034L1  | 2.13E-38  | ##### | 0.175 | 0.009 | 3.57E-34  | 10 |
| Fam189b    | 2.72E-06  | ##### | 0.317 | 0.127 | #####     | 10 |
| 4833403J1  | 6.65E-08  | ##### | 0.127 | 0.023 | #####     | 10 |
| Gm16124    | 6.55E-07  | ##### | 0.175 | 0.046 | #####     | 10 |
| Gpsm1      | 3.00E-08  | ##### | 0.19  | 0.047 | #####     | 10 |
| Plekhg5    | 2.00E-07  | ##### | 0.175 | 0.044 | #####     | 10 |
| St8sia6    | 3.01E-22  | ##### | 0.222 | 0.025 | 5.03E-18  | 10 |
| St6galnac3 | 8.80E-22  | ##### | 0.19  | 0.019 | 1.47E-17  | 10 |
| Crip1      | 5.40E-07  | ##### | 0.968 | 0.72  | #####     | 10 |
| Tet1       | 7.99E-24  | ##### | 0.206 | 0.021 | 1.34E-19  | 10 |
| Kcnq5      | 8.93E-17  | ##### | 0.111 | 0.009 | 1.49E-12  | 10 |
| Ccr3       | 3.76E-31  | ##### | 0.175 | 0.012 | 6.29E-27  | 10 |
| Qrfp       | 1.92E-20  | ##### | 0.111 | 0.007 | 3.21E-16  | 10 |
| Gnaz       | 3.25E-16  | ##### | 0.143 | 0.015 | 5.43E-12  | 10 |
| Jazf1      | 3.71E-18  | ##### | 0.127 | 0.011 | 6.20E-14  | 10 |
| Sdsl       | 1.30E-21  | ##### | 0.111 | 0.007 | 2.18E-17  | 10 |
| Tctn1      | 6.31E-09  | ##### | 0.175 | 0.038 | #####     | 10 |
| Agap2      | 3.13E-08  | ##### | 0.175 | 0.04  | #####     | 10 |
| Gm37233    | 1.76E-07  | ##### | 0.175 | 0.043 | #####     | 10 |

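In late-stage neutrophil-like cells a Cxcr2 UMI was found in 96.8% of cells and an Il1b UMI in 67.6%, and the paper's reported values for its late-stage subcluster are 96.6% and 74.4%. Acod1 and Cebpb, reported by the paper in 53.2% and 97.3% of that subcluster, were found in 48.6% and 96.0% of late-stage cells here. Ltf, the lactoferrin gene, was found in 84.7% of early- and 95.2% of middle-stage cells here, and the paper's reported values are 69.9% and 82.5%. The leading genes of the late stage were Cxcl2, Il1b, Wfdc17 and Ifitm1, those of the middle stage St3gal5 and Ltf, and those of the early stage Hist1h1b, Elane and Prtn3.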

Table S2 Subcluster-specific DEGs across day 3 neutrophil subtypes.

|           |          |          |       |       |          |   |
|-----------|----------|----------|-------|-------|----------|---|
| Itgb2     | 6.04E-20 | #####    | 0.874 | 0.922 | 1.01E-15 | 3 |
| Sycp2     | 1.22E-22 | #####    | 0.171 | 0.043 | 2.04E-18 | 3 |
| Dennd3    | 3.27E-10 | #####    | 0.244 | 0.161 | 5.46E-06 | 3 |
| Ppp1r16b  | 9.06E-15 | #####    | 0.126 | 0.036 | 1.52E-10 | 3 |
| Ostf1     | 2.81E-27 | #####    | 0.965 | 0.969 | 4.70E-23 | 3 |
| Arpc5     | 6.60E-22 | #####    | 0.936 | 0.943 | 1.10E-17 | 3 |
| Gnai3     | 2.91E-06 | 0.306676 | 0.691 | 0.845 | #####    | 3 |
| Chsy1     | 6.67E-08 | #####    | 0.218 | 0.153 | #####    | 3 |
| Vsir      | 4.96E-14 | #####    | 0.795 | 0.892 | 8.29E-10 | 3 |
| GlrX      | 1.73E-08 | #####    | 0.788 | 0.89  | #####    | 3 |
| Sema6b    | 3.97E-11 | #####    | 0.16  | 0.077 | 6.65E-07 | 3 |
| Oasl1     | 7.96E-17 | #####    | 0.108 | 0.02  | 1.33E-12 | 3 |
| Gad1-ps   | 2.23E-20 | #####    | 0.15  | 0.036 | 3.73E-16 | 3 |
| Retn      | 9.55E-17 | #####    | 0.134 | 0.035 | 1.60E-12 | 3 |
| Ccdc180   | 3.48E-07 | #####    | 0.267 | 0.209 | #####    | 3 |
| Ucp2      | 1.69E-12 | #####    | 0.788 | 0.898 | 2.84E-08 | 3 |
| Lfng      | 4.29E-07 | #####    | 0.225 | 0.157 | #####    | 3 |
| Vps37b    | 1.80E-10 | #####    | 0.207 | 0.402 | 3.01E-06 | 3 |
| Nr4a3     | 5.50E-08 | #####    | 0.116 | 0.051 | #####    | 3 |
| B2m       | 1.12E-09 | #####    | 0.929 | 0.967 | 1.87E-05 | 3 |
| Fam114a1  | 6.76E-10 | #####    | 0.186 | 0.105 | 1.13E-05 | 3 |
| Cdc42ep2  | 1.25E-08 | #####    | 0.228 | 0.147 | #####    | 3 |
| Vasp      | 4.25E-15 | #####    | 0.896 | 0.938 | 7.12E-11 | 3 |
| Ier3      | 2.29E-14 | #####    | 0.546 | 0.475 | 3.83E-10 | 3 |
| Acta2     | 1.14E-09 | #####    | 0.183 | 0.102 | 1.90E-05 | 3 |
| Rufy4     | 2.35E-19 | #####    | 0.144 | 0.034 | 3.93E-15 | 3 |
| 5430427O1 | 4.88E-11 | #####    | 0.17  | 0.083 | 8.17E-07 | 3 |
| Rbm39     | 9.71E-07 | #####    | 0.81  | 0.908 | #####    | 3 |
| Ywhaz     | 8.61E-10 | #####    | 0.851 | 0.929 | 1.44E-05 | 3 |
| H2-T24    | 1.26E-10 | #####    | 0.207 | 0.121 | 2.10E-06 | 3 |
| Ggt1      | 5.07E-11 | #####    | 0.215 | 0.116 | 8.48E-07 | 3 |
| Tmbim6    | 1.49E-15 | #####    | 0.898 | 0.942 | 2.49E-11 | 3 |
| Emd       | 3.57E-07 | #####    | 0.301 | 0.528 | #####    | 3 |
| Sbno2     | 1.46E-06 | #####    | 0.184 | 0.127 | #####    | 3 |
| Cnnm2     | 2.94E-08 | #####    | 0.11  | 0.049 | #####    | 3 |
| Slfn8     | 8.76E-11 | #####    | 0.138 | 0.058 | 1.47E-06 | 3 |
| Psap      | 5.20E-45 | #####    | 0.817 | 0.841 | 8.71E-41 | 3 |
| Arfip1    | 8.67E-10 | #####    | 0.237 | 0.154 | 1.45E-05 | 3 |

Table S3 Gene lists used for module scoring of neutrophil maturation

Neutrophil maturation

Retnlg  
Ccl6  
S100a6  
Clec4d  
Prr13  
Cebpb  
Slpi  
S100a11  
Btg1  
Cxcr2  
Fth1  
Grina  
Mmp8  
Fxyd5  
Msrb1  
H2-D1  
Anxa2  
Mmp9  
Ftl1  
Map1lc3b  
Tmcc1  
Sat1  
Cyp4f18  
Junb  
Mxd1  
Stk17b  
Ypel3  
Selplg  
Il1f9  
Dusp1  
Slc16a3  
Ccr1  
Rdh12  
Clec4e  
Arg2  
Cd300ld  
Amica1  
Ctsd  
Gda  
Hacd4  
Timp2  
Fpr1  
Ifi27l2a  
Slc7a11  
Stfa2l1  
Il1b  
Asprv1  
Cxcl2

Gm5483  
lfitm1

Table S4 Gene lists used for module scoring of pathway activation

Jak/Stat sigFoxO signaHIF1 signalTGFb signaWNT signaHippo signaIL1 signalin TNF signaling

|        |           |           |        |         |         |        |         |
|--------|-----------|-----------|--------|---------|---------|--------|---------|
| Il6    | Atg12     | Aldoa     | Cdkn2b | Bambi   | Yap1    | Il1a   | Akt1    |
| Il10   | Atm       | Angpt1    | Crebbp | Ccn4    | Wwtr1   | Il1b   | Akt2    |
| Il10rb | Bcl2l11   | Angpt2    | E2f4   | Ccnd1   | Ppp2ca  | Il1r1  | Akt3    |
| Il10ra | Bcl6      | Angpt4    | E3f5   | Ccnd2   | Ppp2cb  | Il1rap | Atf2    |
| Jak1   | Snip3     | Bcl2      | Ep300  | Ccnd3   | Ppp2r2c | Myd88  | Atf4    |
| Jak2   | Cat       | Cdkn1a    | Rbl1   | Csnk1e  | Ppp2r1a | Irak1  | Atf6b   |
| Jak3   | Ccnb1     | Cdkn1b    | Smad2  | Csnk2a1 | Ppp2r2d | Irak2  | Birc2   |
| Tyk2   | Ccnb2     | Edn1      | Smad3  | Csnk2a2 | Ppp2r2a | Irak4  | Birc3   |
| Stat1  | Ccnb3     | Egf       | Smad4  | Csnk2b  | Ppp2r2b | Map3k7 | Casp3   |
| Stat2  | Ccnd1     | Eno1      | Sp1    | Ctnnb1  | Ppp2r1b | Traf6  | Casp7   |
| Stat3  | Ccnd2     | Eno1b     | Tfdp1  | Dvl1    | Rassf6  | Tab1   | Casp8   |
| Stat4  | Ccng2     | Eno2      | Tgfb1  | Dvl2    | Wtip    | Tab2   | Cebpb   |
| Stat5a | Cdkn1a    | Eno3      | Tgfb2  | Dvl3    | Ajuba   | Ikbkb  | Chuk    |
| Stat5b | Cdkn1b    | Eno4      | Tgfb3  | Fosl1   | Limd1   | Ikbke  | Creb1   |
| Stat6  | Cdkn2b    | Epo       | Tgfb1  | Frat1   | Trp73   | Nfkb1  | Creb3   |
| Irf9   | Cdkn2d    | Flt1      | Tgfb2  | Frat2   | Tead1   | Map2k1 | Creb3l1 |
| Crebbp | Csnk1e    | Gapdh     | Thbs1  | Fzd1    | Tead2   | Jnk    | Creb3l2 |
| Ep300  | Fasl      | Gapdh-ps1 | Fstl1  | Fzd10   | Tead3   | Mapk9  | Creb3l3 |
| Bcl2   | Fbxo25    | Hk1       |        | Fzd2    | Tead4   | Mapk8  | Creb3l4 |
| Mcl1   | Fbxo32    | Hk2       |        | Fzd3    |         | Mapk11 | Creb5   |
| Bcl2l1 | Foxo1     | Hk3       |        | Fzd4    |         | Mapk13 | Dab2ip  |
| Pim1   | Foxo3     | Hkdc1     |        | Fzd5    |         | Mapk14 | Dnm1l   |
| Myc    | Foxo4     | Hmox1     |        | Fzd6    |         | Mapk3  | Fadd    |
| Ccnd1  | Foxo6     | Ldha      |        | Fzd7    |         | Mapk4  | Fos     |
| Ccnd2  | G6pc      | Nos2      |        | Fzd8    |         | Jun    | Ifnb1   |
| Ccnd3  | G6pc2     | Nos3      |        | Fzd9    |         | Fos    | Ikbkb   |
| Cdkn1a | G6pc3     | Nppa      |        | Jun     |         | Jdp2   | Ikbkg   |
| Aox1   | Gabarap   | Pdk1      |        | Lef1    |         | Atf2   | Irf1    |
| Aox2   | Gabarapl1 | Pfkfb3    |        | Lrp5    |         | Atf4   | Itch    |
| Aox3   | Gabarapl2 | Pfkl      |        | Lrp6    |         | Atf5   | Jun     |
| Aox4   | Gadd45a   | Pgk1      |        | Mmp7    |         |        | Lta     |
| Gfap   | Gadd45b   | Serpine1  |        | Myc     |         |        | Map2k1  |
|        | Gadd45g   | Slc2a1    |        | Peg12   |         |        | Map2k3  |
|        | Grm1      | Tek       |        | Porcn   |         |        | Map2k4  |
|        | Il10      | Tfr       |        | Ppard   |         |        | Map2k6  |
|        | Il6       | Timp1     |        | Rspo1   |         |        | Map2k7  |
|        | Il7r      | Trf       |        | Rspo2   |         |        | Map3k14 |
|        | Klf2      | Vegfa     |        | Rspo3   |         |        | Map3k5  |
|        | Mapk10    |           |        | Rspo4   |         |        | Map3k7  |
|        | Mapk11    |           |        | Tcf7    |         |        | Map3k8  |
|        | Mapk12    |           |        | Tcf7l1  |         |        | Mapk1   |
|        | Mapk13    |           |        | Tcf7l2  |         |        | Mapk10  |
|        | Mapk14    |           |        | Wnt1    |         |        | Mapk11  |
|        | Mapk8     |           |        | Wnt10a  |         |        | Mapk12  |
|        | Mapk9     |           |        | Wnt10b  |         |        | Mapk13  |
|        | Pck1      |           |        | Wnt11   |         |        | Mapk14  |
|        | Pck2      |           |        | Wnt16   |         |        | Mapk3   |
|        | Plk1      |           |        | Wnt2    |         |        | Mapk8   |

Plk2  
Plk3  
Plk4  
Prkaa1  
Prkaa2  
Prkab1  
Prkab2  
Prkag2  
Prkag3  
Prmt1  
Rag1  
Rag2  
Rbl2  
S1pr1  
S1pr4  
Slc2a4  
Sod2  
Stat3  
Stk11  
Tnfsf10

Wnt2b  
Wnt3  
Wnt3a  
Wnt4  
Wnt5a  
Wnt6  
Wnt7a  
Wnt7b  
Wnt8a  
Wnt8b  
Wnt9a  
Wnt9b  
Wnt5b  
Axin1  
Axin2

Mapk9  
Mkl1  
Nfkb1  
Nfkbia  
Pgam5  
Pik3ca  
Pik3cb  
Pik3cd  
Pik3r1  
Pik3r2  
Pik3r3  
Rela  
Ripk1  
Ripk3  
Rps6ka4  
Rps6ka5  
Tab1  
Tab2  
Tab3  
Tnf  
Tnfrsf1a  
Tnfrsf1b  
Tradd  
Traf1  
Traf2  
Traf3  
Traf5

Table S5 Gene lists used for module scoring of angiogenesis pathways

| Angiogenesis | Maturation | Stalk cell | Tip cell |
|--------------|------------|------------|----------|
| Acvr11       | Cdh5       | Hlx1       | Kdr      |
| Aggf1        | Ddit3      | Ackr1      | Dll4     |
| Amot         | S1pr1      | Aqp1       | Pdgfb    |
| Ang          | Ankrd17    | C1qtnf9    | Flt4     |
| Angptl3      | Lyl1       | Cd36       | Angpt2   |
| Angptl4      | Mmp2       | Csrp2      | Apln     |
| Atpif1       | Reck       | Ehd4       | Nrp1     |
| Btg1         | Acvr11     | Fbln5      | Nrp2     |
| C1galt1      |            | Hspb1      | Efnb2    |
| Canx         |            | Ligp1      | Robo4    |
| Cdh13        |            | Il6st      | Unc5b    |
| Chrna7       |            | Jam2       | Plxnd1   |
| Col4a2       |            | Lgals3     | Igf2     |
| Col4a3       |            | Lrg1       | Igfbp4   |
| Egf          |            | Meox2      | Adm      |
| Emcn         |            | Plscr2     | Ankrd37  |
| Epgn         |            | Sdpr       | C1qtnf6  |
| Erap1        |            | Selp       | Cldn5    |
| Foxo4        |            | Spint2     | Col4a1   |
| Htatip2      |            | Tgfb1      | Cotl1    |
| Il17f        |            | Tgm2       | Ednrb    |
| Il18         |            | Tmem176a   | Fscn1    |
| Il8          |            | Tmem252    | Gpihbp1  |
| Myh9         |            | Tspan7     | Hspg2    |
| Ncl          |            | Vwf        | Igfbp3   |
| Nf1          |            | Flt1       | Inhbb    |
| Notch4       |            |            | Jup      |
| Nppb         |            |            | Kcne3    |
| Npr1         |            |            | Kcnj8    |
| Pf4          |            |            | Lama4    |
| Plg          |            |            | Lamb1    |
| Pml          |            |            | Lxn      |
| Prok2        |            |            | Marcksl1 |
| Rhob         |            |            | Mcam     |
| Rnh1         |            |            | Mest     |
| Robo4        |            |            | N4       |
| Runx1        |            |            | Nid2     |
| Scg2         |            |            | Notch4   |
| Serpinf1     |            |            | Plod1    |
| Shh          |            |            | Pmepa1   |
| Sphk1        |            |            | Ptn      |
| Spink5       |            |            | Ramp3    |
| Stab1        |            |            | Rbp1     |
| Tgfb2        |            |            | Rgcc     |
| Thy1         |            |            | Rhoc     |
| Tnfsf12      |            |            | Trp53ill |
| Tnni3        |            |            | Mmp2     |
| Vegfa        |            |            | Mmp9     |

Mmp14  
Cxcl12

How the deposited data were processed for this re-analysis (not part of the article)

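Single-cell RNA was sequenced by the authors from 1 library each of bone marrow, blood and the tendon injury site, 3 days after burn/tenotomy in 10-week-old mice. The deposited values are counts of UMIs per gene and cell, which the authors made with Cell Ranger 5.0.1, as the matrix header records, and did not normalize. The number of mice per library and the genome build and annotation are not given in the sources used here. Coordinates are those of GRCm38 in GENCODE M21 and were used for positions only, with 27645 of the 27998 gene IDs (98.7%) found there. Acod1 and Ccn4 stand in the files under their earlier symbols Irg1 and Wisp1 and were renamed by gene ID.

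The libraries held 49580625 UMIs in 1855 marrow barcodes, 22542581 in 2241 blood barcodes and 90621052 in 5629 tendon barcodes. Cells with under 200 genes were left out, which removed 0 marrow, 2 blood and 361 tendon barcodes, as were cells with over 10% mitochondrial UMIs, which removed 21, 82 and 457 more. Doublets were scored with Scrublet in scanpy 1.11.5 for Python 3.11.15. Its automatic threshold called 7 marrow, 25 blood and 0 tendon cells, so it did not work in the tendon, and the highest-scoring cells were removed instead at 0.8% per 1000 cells, the rate expected for the instrument, which removed 27, 37 and 185 cells. The 8553 cells kept held 48385142 UMIs in marrow, 21851418 in blood and 83545076 in tendon, with 580 to 148128, 647 to 64336 and 500 to 180193 UMIs per cell and median mitochondrial shares of 1.18%, 3.70% and 3.51%.

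Counts were log-normalized and integrated over the 3 libraries by canonical correlation anchors in Seurat 5.3.0 for R 4.3.3, with 2000 variable genes, 30 components and Louvain clustering at resolution 1. A cluster took the class with the largest share of its markers at 50 CPM or more and at least 2-fold above the other cells, with at least 3 such markers. It stayed unnamed when its 10 leading genes, of at least 100 CPM and found in 10% of its cells, held more markers of another class, when it was shallow with no marker among them, or when a library with at least 20 cells and 10% of the cluster gave another name. The markers were fixed beforehand, but 2 scoring rules were tried for the names, and the rules on shallow clusters, on libraries that give another name and on the minimum of 20 cells were set after the resulting clusters had been seen. The unnamed clusters 5, 14, 15 and 19 held 258 marrow, 402 blood and 419 tendon cells and 949 Acod1 UMIs of the tendon. Cluster 5 was led by Ctsg, Mpo, Prtn3 and Elane together with T cell markers, cluster 14 by Mki67 and Top2a, cluster 15 by Ccl3, Il1a, Cxcl3 and Acod1 at a low depth, and cluster 19 by Cd300e, Ace and Treml4. A cluster that took the granulocyte progenitor markers was counted with the neutrophils, but the 130 marrow cells of cluster 5, with 51916 Elane UMIs, were left out of them because the cluster stayed unnamed.

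Neutrophils of the 3 libraries were clustered again without the 15 genes read out later and the 50 maturation genes among the features, at the lowest resolution in steps of 0.05 that gave at least 3 clusters, and the 3 stages were named from fixed markers. All 10 markers of the early and all 10 of the late stage were at least about 2 times as high as in the other neutrophils, but only 4 of 12 of the middle stage, whose name rests on less. Maturation and pathway scores were computed with AddModuleScore from the gene lists of Supplemental Tables 3 and 4. Diffusion pseudotime used 30 neighbors and 10 diffusion components and started at the cell with the highest early-stage marker score.

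For each group of cells, UMIs were summed and given as CPM with exact Poisson 95% intervals, shares with exact Clopper-Pearson 95% intervals and log2 ratios of CPM with conditional binomial 95% intervals. A count of 0 was replaced by 3 counts and the ratio given as a lower bound. Where 0 cells held a UMI, the share said to be allowed was 3 divided by the number of cells. That is an approximate 1-sided 95% bound and lies below the exact upper limit. Shares of cells with a UMI were given again after each cell was thinned to 1000 UMIs. With 1 library per site, none of these intervals covers differences between mice, and no test was made. The 19 gene lists taken from the paper or from textbook knowledge and the 9 lists of the supplement were compared between groups by the number of members with the higher CPM and by the median log2 ratio with 10 CPM added, over members with at least 10 UMIs in the groups compared. Each median was set against 10000 random lists drawn from the 50 genes on either side in expression. Genes were named by a rule that covered every gene the paper names for these libraries, the members of the lists, and the 10 highest and 10 lowest log2 ratios with 10 CPM added in 3 comparisons. These were tendon against blood neutrophils, blood against marrow neutrophils, and tendon neutrophils against tendon monocytes/macrophages. Ranked genes had at least 50 UMIs in the groups compared and 100 CPM in one of them, and mitochondrial, ribosomal protein and unnamed genes were left out. Apart from the naming rules set later, the markers, lists, thresholds, comparisons and 10 alternative settings were chosen before the data were examined. The alternatives were a minimum of 500 genes, a maximum of 5% mitochondrial UMIs, doublets kept, no integration, resolution 0.5, the mean over cells of each cell's CPM, thinned cells, the readout and maturation genes kept in the features, rank along the first principal component in place of pseudotime, and a pseudocount of 1 CPM. A comparison within late-stage neutrophils only was added after the data had been seen.

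The intervals and list percentiles were tried on simulated Poisson counts at the depth of tendon and blood neutrophils. There were 50 genes at each true log2 ratio other than 0. Because the intervals assume Poisson counts, this checks the calculation only. It cannot tell how intervals or percentiles behave where few cells hold a gene's UMIs or where list members vary together. The interval held the true value for 100% of genes at -2, 98.0% at -1, 96.1% at 0, 90.0% at 1 and 98.0% at 2. A simulated list of 15 genes with a true log2 ratio of 1 had a median of 0.92 at percentile 100, and 20 simulated lists with no difference lay between percentiles 13.1 and 91.5. Calculations used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures matplotlib 3.10.9. The paper's interaction analyses with CellChat and scMLnet were not rerun. The day 7 data, the published data sets of other injuries and the experiments with itaconate-treated animals were not analysed here.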

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

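Of the tests below, both tests of the low-depth tendon cluster, for integration and for free RNA, were chosen after the result was seen.

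The interferon response list had a median log2 ratio of tendon to blood of -0.68 in late-stage neutrophils and 0.15 in monocytes/macrophages, opposite directions in cells from the same libraries. This difference was not tested, and the monocytes/macrophages of the 2 sites were different mixtures of clusters, with 270 of the 330 blood cells in cluster 1 and 259 tendon cells but 4 blood cells in cluster 13. In neutrophils the members ranged from Ifit1 at -2.06 to Isg15 at 0.71, while in monocytes/macrophages Rsad2 was at 3.37, Ifit2 at 2.44 and Ifitm3 at -1.20.

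Cluster 15 stood out because the paper does not report on it and its 231 tendon cells held Acod1 at 814.2 CPM without a class of their own. Free RNA would bring as many Acod1 UMIs to a droplet with an MPC-like or endothelial-like cell, but without cells of at least 2 Retnlg UMIs, which held 60.4% of the Acod1 UMIs of that reference, the log2 ratio of UMIs per cell was 6.90 (6.24 to 7.64), which argues against free RNA as the whole source. Without integration, 132 of the 231 cells fell in neutrophil clusters and held 99.1% of the cluster's Acod1 UMIs (98.3 to 99.6), with S100a8 at 24935 CPM and Acod1 at 2837 CPM in them, consistent with shallow neutrophils that integration had moved. Low depth alone does not make these cells like the named tendon neutrophils, since those held S100a8 at 75839 CPM and had 0.137 Acod1 UMIs per Retnlg UMI against 1.06 in the cluster. Whether the cells were damaged by digestion or differ in biology stays open, as neither was tested.

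The following stood out because the paper's cluster figure does not name these classes. There were 424 B-like cells, of which 345 came from blood. NK-like cells numbered 160, of which 138 came from blood. Dendritic-like cells numbered 215, of which 177 came from tendon, and plasmacytoid dendritic-like cells numbered 62. Mast/basophil-like cells of the tendon, also outside the groups the paper discusses for Acod1, held it at 395.4 CPM (264.8 to 567.9), from 29 UMIs in 14 cells.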

How the results depend on the processing

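The comparison within late-stage neutrophils only was chosen after the results were seen, and the other alternatives were set beforehand. With 1 library per site, the differences between mice are unknown, and depth limits the tendon neutrophils most, whose median was 3915 UMIs. No ratio, share or difference compared here changed sign under an alternative that was run, but the order of the sites changed for the Hippo score with thinned cells and for the HIF1 score within the late stage, each of which left 4 of the 6 pathway scores highest in tendon. Within the late stage the Hippo order of marrow and blood also changed. Under the alternatives set beforehand, 76 values stayed within the interval or spread of the value reported and 39 moved beyond it, and of the 10 added values 7 stayed and 3 moved. Without integration the late stage held 0 marrow cells, 1 blood cell and 547 tendon cells, so that its shares of marrow and blood neutrophils fell away, the late-stage ratio of tendon to blood has no value and the ratio of the late stage to the others is nearly one of sites. No paired analysis was possible because each site has 1 library.

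Without integration the neutrophil share of the tendon library was 12.3% in place of 9.53%, the share of tendon Acod1 UMIs in neutrophils 93.3% in place of 79.1%, and the Acod1 log2 ratio of the late stage to the others 8.23 in place of 5.90. The maturation difference between tendon and blood was 0.147, the share of Acod1 UMIs in the last of the 3 pseudotime groups 95.5%, the tendon to blood log2 ratios at least 9.13 for Il1a and 2.48 for Il1b, and the Cxcr4/Cxcr2 difference between blood and marrow -1.98. With doublets kept, the Acod1 log2 ratio of tendon neutrophils to monocytes/macrophages was 6.58 in place of 7.84, the share in neutrophils 72.1%, the late-stage ratio 5.22 and the last pseudotime group 71.2%. At most 5% mitochondrial UMIs gave a share in neutrophils of 72.4%, 29.1% of neutrophils with an Acod1 UMI, a late-stage ratio of 6.51 and log2 ratios of at least 8.01 for Il1a and 2.07 for Il1b. A minimum of 500 genes gave 84.6% in neutrophils, at least 8.44 for Il1a and 2.25 for Il1b. The mean over cells gave Acod1 log2 ratios of 8.17 to monocytes/macrophages, 5.36 for the late stage and 5.49 for tendon to blood, at least 8.52 for Il1a, 8.07 for Tnf and a Cxcr4/Cxcr2 difference between blood and marrow of -0.75. Thinned cells gave 8.11 to monocytes/macrophages, 76.9% in neutrophils, 19.2% with an Acod1 UMI, 5.23 for the late stage, 76.6% in the last pseudotime group, at least 5.16 for Il1a, 2.08 for Il1b and Cxcr4/Cxcr2 differences of 0.99 for tendon and blood and -0.79 for blood and marrow. Thinning lowers the share of cells with a UMI and the lower bounds by its construction, since fewer UMIs are kept. Resolution 0.5 gave 77.5% in neutrophils and 75% in the last pseudotime group, readout and maturation genes kept in the features 75.4% there, and rank along the first principal component 54.4%. Late-stage neutrophils only gave a maturation difference between blood and marrow of 0.457 in place of 1.00, 8.38 for Tnf and a Cxcr4/Cxcr2 difference between blood and marrow of -0.15 in place of -1.31. For the other moved values the cause was not tested.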

Differences from the paper's values

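Elane, the elastase gene that marks the early stage, was found in 63.1% of early-stage neutrophils (57.2 to 68.7), and the paper's value in its table of subcluster genes is 41.7%. Among the alternatives set before the data were examined, doublets kept (61.3%) and thinned cells (42.5%) lay within 1.5 times the paper's value. Thinning lowers such a share by its construction, so the closeness of the thinned value is not a like comparison. A minimum of 500 genes (63.6%), at most 5% mitochondrial UMIs (64.1%), no integration (69.7%), resolution 0.5 (63.1%) and the readout and maturation genes kept in the features (63.1%) did not.

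MPC-like cells numbered 655 here, and the paper shows about 1600 (Supplemental Figure 2A, read by eye). None of these alternatives came within 1.5 times of it, with 646 cells at a minimum of 500 genes, 585 at most 5% mitochondrial UMIs, 688 with doublets kept, 697 without integration and 656 at resolution 0.5. T-like cells numbered 501 here, and the paper shows about 310 (Supplemental Figure 2A, read by eye). A minimum of 500 genes (465 cells) and at most 5% mitochondrial UMIs (358 cells) came within 1.5 times of it, while doublets kept (562), no integration (689) and resolution 0.5 (96) did not. Both counts are out of 8553 cells, of which 1079 were in unnamed clusters.

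The paper shows all 6 pathway scores highest in tendon neutrophils, and 5 of the 6 were here, as the WNT score was highest in blood at 0.0033 and was -0.0057 in tendon. The paper's text names Thbs2 among the genes of tendon neutrophils, where it had 6 UMIs against 0 in blood, while its figure shows Thbs1, which had 4389 against 40. The paper also names Wnt4, for which the tendon to blood log2 ratio was 0.50 with an interval from -0.35 to 1.34, while the other 8 named genes with a ratio had intervals or bounds above 0. The paper gives terminal late-stage neutrophils a high ratio of Cxcr4 to Cxcr2. Along pseudotime the log2 ratio here was -0.88 in the first, -3.31 in the second and -3.62 in the last of 3 equal groups. The last group pooled 184 marrow, 185 blood and 293 tendon cells, so its value is not that of terminal tendon cells alone. The paper also gives its late-stage cluster a preference for CXCR2, as here, where the late stage was at -3.58, and within the late stage tendon cells at -3.05 lay above blood cells at -3.78. The paper's Supplemental Table 1 lists Cd3d and Elane for a cluster it calls MPC, whereas here MPC-like cells were named from Pdgfra, Dcn and collagen genes.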

Other observations

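Of the tests reported here, the free RNA test of monocytes/macrophages and the depth test of tendon and blood neutrophils were chosen after the results were seen, and the doublet and digestion tests before.

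Late-stage neutrophils of the tendon carried more transcripts of the NRF2 target and hypoxia lists than those of blood. Of 12 NRF2 target genes 11 were higher, with a median log2 ratio of 1.33 at percentile 99.97. Slc7a11, the cystine transporter gene, was at 2237 CPM in tendon and 80.6 CPM in blood late-stage cells, Fth1, the ferritin heavy chain gene, at 31535 and 3870.0 CPM, and Txnrd1, the thioredoxin reductase gene, had a log2 ratio of 2.78, whereas Gsr, the glutathione reductase gene, was at -0.36. Of 14 hypoxia response genes 13 were higher, with a median of 0.89 at percentile 99.96, among them Hilpda, a lipid droplet gene, with 661 UMIs against 1 and a log2 ratio of 10.14 (7.66 to 15.45), and Ero1l, an endoplasmic reticulum oxidase gene, at 2.20. Glycolysis genes were higher for 9 of 17, with a median of 0.06 at percentile 62.9, and TCA cycle genes for 6 of 15, with -0.26 at percentile 16.7. Of 13 apoptosis and survival genes 11 were higher, with a median of 1.43 at percentile 100, including both the survival gene Bcl2a1b at 6.05 and the death gene Bcl2l11 at 4.18. Monocytes/macrophages of tendon and blood went the same way for NRF2 target genes, with 12 of 13 higher in tendon and a median of 1.15, for hypoxia genes, with 12 of 15 and 0.63, and for apoptosis and survival genes, with 11 of 13 and 0.90. These ratios also compare different mixtures of clusters, since 270 of the 330 blood cells and 420 of the 2249 tendon cells were in cluster 1. Against tendon monocytes/macrophages, tendon neutrophils were higher for 1 of 20 TCA cycle genes, with a median of -1.04 at percentile 0.50, and for 11 of 17 glycolysis genes, with 0.31 at percentile 97.9.

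Of the granule genes compared between blood and marrow neutrophils, 1 of 8 primary granule genes was higher in blood, with a median of -4.53, 1 of 10 secondary granule genes, with -2.59, and 8 of 9 tertiary granule genes, with 1.00. Late-stage tendon cells against late-stage blood cells had 2 of 3 primary granule genes higher, with a median of 0.04, 3 of 10 secondary, with -0.57 at percentile 0.29, and 6 of 9 tertiary, with 0.51 at percentile 91.7. Of 16 cell cycle genes none was higher in blood than in marrow neutrophils, with a median of -1.86, and 4 of 4 measured in late-stage cells were higher in tendon than in blood, with 0.53. NADPH oxidase genes were higher in tendon than in blood for 3 of 7 in late-stage neutrophils, with a median of -0.02, and for 0 of 7 in monocytes/macrophages, with -0.75. Homing and adhesion receptor genes were higher for 8 of 16 in late-stage neutrophils, with 0.02, and for 6 of 16 in monocytes/macrophages, with -0.28. Interferon genes were higher in blood than in marrow neutrophils for 15 of 16, with a median of 1.71, with Ifit1 at 3.55 and Oasl2 at 3.64.

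Among genes ranked by the tendon to blood ratio in neutrophils, the highest not yet given were Prg4, the lubricin gene of joint and tendon surfaces, at 14.05 (11.57 to 19.35), Ccl4, a chemokine gene, at 8.50, Ccrl2, a chemokine-binding receptor gene, at 8.60, and Igfbp5, a growth factor-binding protein gene of mesenchymal cells, at least 8.82. Of the 10290 Prg4 UMIs of tendon neutrophils, 10259 were in the 3 tendon cells of the early stage, which also held 821 of the 825 Igfbp5 UMIs and 1 S100a8 UMI, and MPC-like cells held Prg4 at 6334 CPM and Igfbp5 at 625.3 CPM. The lowest were Tsc22d3, a glucocorticoid-induced gene, at -2.67 (-2.92 to -2.43), Mtus1 at -2.68, Xpc at -2.74, Slc40a1, the iron exporter gene, at -2.40, Mov10 at -2.75, Padi4 at -2.21 (-2.47 to -1.95), AI467606 at -2.32, Tmem71 at -2.20, the kinase gene Bmx at -2.09 and Trp53inp1 at -2.10. Between blood and marrow neutrophils the highest after Il1b were the phosphatase gene Dusp1 at 5.13, Wfdc17 at 4.38, Crip1 at 5.57, Ifitm1 at 4.26, the class II invariant chain gene Cd74 at 8.63, Cd14 at 5.08, Ccl6 at 3.77, Fos at 4.45 and Fgl2 at 4.28. Only 22 of the 531 Cd74 UMIs of blood neutrophils were in late-stage cells, and single blood cells held 305 of the Cd74 UMIs and 676 of the 1148 Crip1 UMIs. Further low ratios were Ms4a3, a progenitor gene, at -5.23 from 26 blood UMIs in 4 cells, Chil3 at -3.75, Zmpste24 at -4.31, Serpinb1a at -3.47 and Camp, the cathelicidin gene, at -3.25. Against tendon monocytes/macrophages, tendon neutrophils were highest in S100a9, Retnlg, Camp at 12.19, Ngp at 12.89, S100a8, Prg4 at 8.80, G0s2 at 8.31, Stfa2l1 at 9.28, Acod1 and Lcn2 at 6.94. They were lowest in C1qb at -7.55, C1qa at -7.18, Pf4 at -6.55, Apoe at -6.35, C1qc at -7.26, Sepp1 at -6.16, Lgmn at -6.21, Ms4a7 at -8.13, Mrc1 at -6.56 and the macrophage marker Aif1 at -6.80. Apart from Prg4, Acod1, Pf4, Sepp1 and Lgmn, these genes are markers from which the classes were named. Their place in this ranking was thus largely fixed in advance.

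Acod1 in tendon neutrophils exceeded that in blood neutrophils by a log2 ratio of 5.23. The tissue digestion acts on the tendon only, but the 136 late-stage tendon cells lowest in immediate-early genes, whose list CPM was 1.10 times that of blood, still had a log2 ratio of 5.03 to blood (4.81 to 5.25), which argues against the immediate-early response to digestion as the whole cause. The third of the cells highest in that list, at 3.53 times the blood level, had 5.63. Between the 41 tendon and 195 blood neutrophils of 6874 to 11397 UMIs, the middle 50% of the blood depths, the ratio was 4.59 (4.32 to 4.87), which argues against the difference in depth as the whole cause. An effect of digestion outside the immediate-early genes and a difference of tissue both stay open, since every tendon cell was digested, neither was tested, and the paper's RNAscope on injured tissue, which addresses preparation, has no file here.

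The 268 Acod1 UMIs of tendon monocytes/macrophages were few but not absent. Free RNA would bring as many Acod1 UMIs to a droplet with an MPC-like or endothelial-like cell, but without cells of at least 2 Retnlg UMIs, which held 60.4% of the Acod1 UMIs of that reference, the log2 ratio of UMIs per cell was 2.23 (1.56 to 2.99), which argues against free RNA as the whole source. That ratio rests on 221 UMIs in 2234 cells and 19 UMIs in 904 reference cells. Over all cells the counts were 268 UMIs in 2249 cells and 48 UMIs in 917 reference cells, a smaller difference per cell. Doublets with neutrophils would hold Retnlg, yet 17.5% of these Acod1 UMIs (13.2 to 22.6) were in cells with at least 2 Retnlg UMIs, against 95.3% in tendon neutrophils and 50.7% in the Retnlg-poor cluster 15, which argues against doublets as the main source. They may remain a part of it, since those cells held only 0.943% of the UMIs of the class and the log2 ratio of neutrophils to monocytes/macrophages was 6.58 with doublets kept, in place of 7.84, though the classes were then formed anew. A low level of expression in some macrophages is consistent with the rest, as a hypothesis found and tested on the same data.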
